# Sodium butyrate mediates histone crotonylation and alleviated neonatal rats hypoxic–ischemic brain injury through gut–brain axis

**DOI:** 10.3389/fmicb.2022.993146

**Published:** 2022-10-20

**Authors:** Xuejia He, Ting Zhang, Yubing Zeng, Pei Pei, Yulan Liu, Wenbin Jia, Hongyang Zhao, Meirong Bi, Shan Wang

**Keywords:** neonatal hypoxic–ischemic encephalopathy, hypoxic–ischemic brain damage, gut microbiota, sodium butyrate, histone crotonylation

## Abstract

Neonatal hypoxic–ischemic encephalopathy (HIE) refers to nervous system damage caused by perinatal hypoxia, which is the major cause of long-term neuro-developmental disorders in surviving infants. However, the mechanisms still require further investigation. In this study, we found that the butanoate metabolism pathway exhibited significantly decreased and short chain fatty acid (SCFAs)-producing bacteria, especially butyrate-producing bacteria, were significantly decreased in fecal of neonatal hypoxic–ischemic brain damage (HIBD) rats. Surprisingly, Sodium butyrate (SB) treatment could ameliorate pathological damage both in the cerebral cortex and hippocampus and facilitate recovery of SCFAs-producing bacteria related to metabolic pathways in neonatal HIBD rats. Moreover, we found that in samples from SB treatment neonatal HIBD rats cortex with high levels of butyrate acid along with aberrant key crotonyl-CoA-producing enzymes ACADS levels were observed compared HIBD rats. We also demonstrated that a decrease in histone 3-lysine 9-crotonylation (H3K9cr) downregulated expression of the HIE-related neurotrophic genes *Bdnf*, *Gdnf*, *Cdnf*, and *Manf* in HIBD rats. Furthermore, SB restored H3K9cr binding to HIE-related neurotrophic genes. Collectively, our results indicate that SB contributes to ameliorate pathology of HIBD by altering gut microbiota and brain SCFAs levels subsequently affecting histone crotonylation-mediated neurotrophic-related genes expression. This may be a novel microbiological approach for preventing and treating HIE.

## Introduction

Neonatal hypoxic–ischemic encephalopathy (HIE) refers to nervous system damage caused by perinatal hypoxia, which is the major cause of long-term neuro-developmental disorders in surviving infants (Wang and Jia, 2021). When a fetus is subjected to hypoxia during the perinatal period, dysfunction and metabolic disorders occur in multiple organs, such as the brain and gut (Watkins et al., 2017). Indeed, many bidirectional interactions occur between the central and enteric nervous systems in the human body through metabolic, immune, and other pathways (Koh et al., 2016; Cryan et al., 2019). This microbiota–gut–brain axis plays a key role in regulating homeostasis in the human body (Cryan et al., 2020).

The gut microbiota is a part of the gut–brain axis, and the establishment and functional maturation of the key microbiome is crucial in early life (Gala et al., 2022). Studies have shown that the microbiome plays an important, region-specific role in brain development as early as hours after birth (Castillo-Ruiz et al., 2018). Some studies demonstrated that dysbiosis of the gut microbiome early in life is associated with specific childhood or adult diseases, such as asthma, diabetes, allergic diseases, and autism spectrum disorder (Arrieta et al., 2015; Al-Jameel, 2021). Studies have reported that fecal microbiota transplantation from stroke model mice increases the severity of ischemic brain damage in germ-free mice (Singh et al., 2016). However, administration of a specific bacterial strain, *Clostridium butyricum*, has a neuroprotective effect in a cerebral ischemia–reperfusion injury mouse model (Sun et al., 2016b). This evidence demonstrates a complex interplay between the gut microbiota and its role in the development of nervous system function in an animal model.

Accumulating evidence has shown that the metabolomic profiles of fecal and plasma samples significantly differ between newborns with HIE and age-matched healthy control groups (Sanchez-Illana et al., 2017; Shibasaki et al., 2018; O'Boyle et al., 2021). Among the microbial metabolites involved in the gut–brain axis, short chain fatty acids (SCFAs) are probably the most fascinating. Specific gut microbiota break down dietary fiber into SCFAs, such as acetate, propionate, and butyrate, which are energy sources and are also involved in regulation of the gut epithelial barrier (Ratajczak et al., 2019). SCFAs also promote blood brain barrier (BBB) integrity through regulation of the tight junction protein occludin (Braniste, 2014).

Butyrate is a microbiota produced SCFAs, its profound effect on epigenetic modulation is not limited to gut (Lee, 2019; Noureldein et al., 2020). Protein lysine acylation, such as acetylation, crotonylation, and butyrylation, is a common post-translational protein modification (Fellows et al., 2018). Lysine acylation is modulated by “writers” (transferases that catalyze the modification), “erasers” (enzymes that remove the modification), and small molecular acyl-coenzyme As (CoAs), which are sourced from intermediate metabolites from different metabolic pathways and the gut microbiota (Sabari et al., 2017; Sharma and Rando, 2017). Growing evidence has demonstrated that butyrate can promote histone crotonylation. One line of evidence indicates that it inhibits the decrotonylase activity of histone deacetylases (Fellows et al., 2018). Furthermore, another critical line of evidence indicates that butyrate can be converted to butyryl-CoA and further into crotonyl-CoA, which is a precursor of histone crotonylation (Li, 2022; Park et al., 2022). Microbiota-derived butyrate can affect the brain epigenetic machinery after being absorbed from the gut and crossing the BBB (Minamiyama et al., 2004). Concentrations of butyrate in wet-brain samples ranged from 0.4 to 0.7 μmol/g and were approximately an order of magnitude higher than those reported in peripheral blood (Stilling et al., 2016). One study revealed that the butyric acid level could be slightly elevated in brains through supplementation with live *Clostridium butyricum* in a mouse model of brain ischemia (Sun et al., 2016a). Taken together, this evidence supports that butyrate is crucial in regulating brain and gut communication (Cryan et al., 2020).

In this study, we found that the gut microbiota composition and metabolic phenotype obviously differed in hypoxic–ischemic rats. The butanoate metabolism pathway exhibited significantly decreased enrichment, and SCFAs-producing bacteria, especially butyrate-producing bacteria, were significantly decreased in the neonatal hypoxic–ischemic brain damage (HIBD) model rats faeces. Surprisingly, sodium butyrate (SB) treatment could ameliorate pathological brain injury and behavioral function in neonatal HIBD rats and facilitate recovery of SCFAs-producing bacteria and the related metabolic pathways. Moreover, in samples from HIBD neonatal rats cortex with high levels of butyrate acid along with aberrant key crotonyl-CoA-producing enzymes ACADS levels were observed under SB treatment. Furthermore, we demonstrated that a decrease in histone 3-lysine 9-crotonylation (H3K9cr) downregulated expression of the HIE-related neurotrophic genes. Our findings comprise the first demonstration that regulation of the H3K9cr level at gene promoters alleviates brain damage in hypoxic–ischemic rats, which will increase the understanding of the relationship between the gut microbiota and the neonatal brain. The gut microbiome may be recognized as a key factor that improves outcomes of HIE infants in the near future.

## Materials and methods

### Animals

Wistar rats, 8–10 weeks old, SPF grade, provided by the Central Hospital Affiliated to Shandong First Medical University Laboratory and housed in a 12-h light/dark cycle, with free access to food and water. One hundred and forty P7-P10 rats pups were randomly divided into the following groups: Sham (*n* = 30), HIBD (*n* = 50), HIBD + SB group (*n* = 50) and HIBD + SAL group (*n* = 10). The Ethics Committee of Central Hospital Affiliated to Shandong First Medical University, Shandong, China, approved all protocols used in this study (JNCH2021-58), and procedures involving animal handling comply with institutional guidelines for the care of laboratory animals.

### HIBD model

The hypoxic–ischemic model was referenced by the classical Rice–Vannucci method (Rice et al., 1981). A total of P7-P10 rats’ pups, weighing 13–16 g was used and anesthetized with chloral hydrate (200 mg/kg). Subsequently, the left common carotid artery was exposed and permanently ligate using sutures. After the wound suturing and the blood drying, the rats’ pups were returned to their mother. After awakening, the pups were placed in a closed chamber containing 8% O2 and 92% N2 for 2 h. The Sham group pups underwent artery exposure, but without any ligation and hypoxia. Pups were kept in a warm condition to remain body temperature through all processes.

### TTC staining

The brain samples cerebral infarction were detected with TTC staining to evaluate the success of animal modeling, after 24 h of HI. The TTC powder (Sigma-T8877) was prepared into 1% TTC solution with phosphate buffered saline (PBS). Pups were deeply anesthetized and quickly removed the brains. Then, the brain samples were frozen in a refrigerator at −20°C for 10 min and were cut in coronal position to 5 brain sections with a thickness of 2–3 mm. The brain slices were placed successively into a 12-well plate with 1%TTC solution, shielded from light, placed in a 37°C-water bath for about 10 min, and photographed.

### SB treatment of rats

The pups were treated intragastrically with SB (100 mg/kg, Sigma-303410) at doses of 100 μl once daily for successive 2 weeks. The Sham, HIBD and HIBD + SAL groups rats were treated with SAL at doses of 100 μl as the vehicle control.

### Morris water maze test

After 2 weeks of SB treatment, four groups of rats pups were tested for learning and memory in a Morris water maze. From day 1 to day 5, the pups entered the water from different quadrants at the same time every day. The pups that found the underwater platform within 60 s were allowed to stay on the platform for 5 s. If they fail to find the platform, it is gently guided to the platform after 60 s and remains there for 15 s. The time it takes to find the platform is called escape latency. On day 6, the platform was taken out of the water and each pup was given an exploratory test. Record the time they spent in the original platform location and the number of times they crossed the platform.

### Fecal samples harvest

After the last day of SB treatment, the four groups rats were deeply anesthetized to collect fresh feces from colon and rectum. Then put into new sterile tubes and stored at −80°C until further use.

### Tissue harvest

Briefly, after deeply anesthetized with chloral hydrate (200 mg/kg), the rats pups in Sham, HIBD, HIBD + SAL and HIBD + SB groups were perfused with physiological saline from the right auricle until the liver turns white. The brain of rats was removed on ice, put into an ice-cold PBS and rapidly separated the infarct side cerebral cortex (including periinfarct tissue) and hippocampus, snap-frozen in liquid nitrogen, and then stored at −80°C for following molecular experiments. Meanwhile, the brains were collected and stored in the 4% paraformaldehyde for following Immunohistochemical (IHC) and Hematoxylin and Eosin (HE) staining.

### HE staining

Brain tissue stored in the 4% paraformaldehyde were stained with hematoxylin and eosin (HE) and histopathological changes of brain tissue were observed using light microscopy.

### Immunohistochemical staining

Brain tissue stored in the 4% paraformaldehyde were performed IHC staining for H3K9cr and ACADS. Incubation with primary antibodies against H3K9cr (1:500 dilution; PTM-516RM) and ACADS (1,200; Ab156571). The intensity of the positive area was analyzed by Image J software.

### Western blot analysis

Histones were extracted from 100 mg cerebral cortex tissue using EpiQuik Total Histone Extraction Kit (Epigentek, USA). Western blot experiments were performed as previously described (Jia et al., 2021). Incubation with primary antibodies Anti-crotonyllysine antibody (PTM-501, 1:2000 dilution), Anti-acetyllysine antibody (PTM-105, 1:2000 dilution), anti-H3K18cr (PTM-517, 1:2000 dilution), and anti-H3K9cr (PTM-516RM, 1:2000 dilution) and secondary antibody (ab205718, 1:5000 dilution).

### 16S rRNA gene sequencing

For this sequencing, Sham, HIBD and HIBD + SB groups contain 5, 5 and 8 samples, respectively. Genomic DNA of fecal samples were extracted by using QIAamp Power Fecal QIAcube HT kit (QIAGEN-51531). Bacterial DNA was amplified with the primers targeting V3–V4 regions (5′-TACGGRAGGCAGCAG-3′, 5′-GGGTATCTAATCCT-3′). Then DNA was sequenced using MiSeq PE300 platform (Illumina, California, USA). After generating high-quality sequences from the sequencing data (reads with ambiguous, homologous sequences or below 200 bp were abandoned. Reads with 75% of bases above Q20 were retained. Then, reads with chimera were detected and removed. These two steps were achieved using QIIME software1.8.0). Clean reads were subjected to primer sequences removal and clustering to generate OTUs using Vsearch software with 97% similarity cutoff. QIIME package was used to pick out representative reads of each OTU, and all representative sequences were compared and annotated with the database. Greengenes database was used for comparison, and RDP classifier software was used for annotation of species comparison.

### Metabolomic analysis

For non-targeted metabolite analysis, every group contains 6 samples. The 60 mg fecal samples was weighed and placed into a 1.5 ml centrifuge tube with 40 μl of internal standard (L-2-chloro-phenylalanine, 0.3 mg/ml, methanol) for gas chromatography–mass spectrometry (GC/MS) preprocessing. Analysis of the samples was performed on an Agilent 7890B gas chromatography system and an Agilent 5977A MSD system (Agilent Technologies, USA). The injector temperature was maintained at 260°C. Injection volume was 1ul by splitless mode. The collision energy was 70 eV. Mass spectrometric data was acquired in a full-scan mode (*m*/*z* 50–500). The data were pretreated using BaseFileConverter software. Metabolites were annotated through LUG database (Untarget database of GC–MS from Lumingbio).

For targeted metabolic analysis, every group contains 6 samples. UPLC-ESI-MS/MS analysis method was used for qualitative and quantitative detection of SCFAs. The 30 mg brain samples were weighed and added 300 μl 50% acetonitrile-water solution (V/V), ultrasound in ice water bath for 10 min, centrifuge (10 min, 4°C, 12,000 RPM), take 80 μl supernatant transfer to sample vial. Derivatization of samples and standards: add 40 μl 200 mM 3-nph (50% acetonitrile-aqueous solution, v/v) and 40 μl 120 mM edc-6% pyridine (50% acetonitrile-aqueous solution, v/v) into the injection glass filled with extraction solution, and react at 40°C for 30 min. After cooling on ice for 1 min, 150 μl of supernatant was absorbed with a syringe, filtered by a 0.22 μm organic phase pinhole filter, and transferred to a brown injection bottle, stored at −80°C until machine analysis. Metabolite quantification was analyzed using MRM mode of triple quadrupole mass spectrometry. Mass spectrometry data of different samples were obtained and peak area integration was performed for all chromatographic peaks. The peak area of each chromatographic peak represents the relative content of corresponding metabolites.

### RNA-seq analyses

After the homogenate of the tissues，total RNA was isolated using TRIzol Reagent (Invitrogen, USA) and purified by mRNA enrichment according to the manufacturer’s protocol. The cDNA libraries were constructed for each pooledd sample according to the manufacturer’s instructions. Base Calling of Illumina high-throughput sequencing raw files and conversion to Sequenced Reads. Original sequenced reads were filtered and analyzed after quality control, including reference genome alignment, sample correlation analysis, expression level analysis, differential gene analysis and GO enrichment analysis.

### Real-time quantitative polymerase chain reaction

After the homogenate of the tissues, total RNA was extracted using the Trizol reagent (Invitrogen, USA). The RNA to cDNA reverse transcription was performed using Revert Aid First Strand cDNA Synthesis Kit (ABM, Canada). Maxima SYBR Green/ROX qPCR Master Mix (ABM, Canada) was used for RT-qPCR. The threshold cycle of each sample was recorded, and data were analyzed by normalization to GAPDH values using the 2^−△△Ct^ method. The primer sequences were listed in Additional: Supplementary Table S8.

### ChIP-seq

Fifty milligram cerebral cortex tissue was as ChIP samples. ChIP was done with Simple ChIP Plus Enzymatic Chromatin IP Kit (Magnetic Beads; CST-9005S) following the manufacturer’s protocols. The immunoprecipitations used antiH3K9cr (PTM-516RM, 1:50) and normal Rabbit IgG is used as negative controls. Before CHIP-sequencing, sample fragments have to be 200–500 bp qualified by Agilent2200. Generate Illumina sequencing libraries from the NEBNext^®^Ultra™DNA Library Preparation Kit (New England Biolabs) manufacturer’s Manual. The library quality was examined using an Agilent 2100 bioanalyzer followed by high-throughput 150-base pair end sequencing on the Illumina Novaseq 6000 sequencer. Then these clean reads were aligned to rat reference genome (UCSC rn5) using bowtie2 software (v2.2.4) with default parameters. Peak calling was performed with MACS software (v2.2.7.1). Differentially enriched regions were identified by diffReps software (v1.55.4). Then, the enriched peaks were annotated with the UCSC RefSeq database, and the peak information was connected with gene annotations.

### ChIP qPCR

ChIP assays and chromatin prepared as mentioned above, then the ChIPed DNA was analyzed by qPCR, which were performed using QuantStudio 7 Flex with SYBR Green detection. The ChIP qPCR primer sequences were listed in Additional: Supplementary Table S9. The calculation formula is percent input = 2% × 2^(CT) 2% input sample − (CT) IP sample^.

### Statistical analysis

Data were analyzed using GraphPad Prism (Version 9.2.0) and SPSS 20.0 (IBM, USA). Data were presented as means ± SD. Student’s *t* test or ANOVA analysis was used for group comparisons. *p* values <0.05 were considered indicative of a statistically significant difference. Pearson’s correlation analysis was used to analyze the association between gut microbiota and metabolites.

## Results

To explore a higher dimension of evidence, we performed a multi-omics analysis of brain tissue and gut fecal material from the Sham, HIBD, and HIBD + SB groups, including metabolomic, microbiome, transcriptomic, and epigenomic analyses.

### Reduced butyrate metabolic pathway in fecal metabolite profiles of HIBD rats

First, we established the Hypoxic–ischemic P7-P10 neonatal rats model as previous studies by the classical Rice–Vannucci method. A flowchart depicting the analyses of this study is shown in Figure 1A. 2,3,5-Triphenyltetrazolium chloride staining was conducted to evaluate the extent of brain damage. The 2,3,5-triphenyltetrazolium chloride staining results at 24 h after HIBD induction are illustrated in Figures 1B,C. No cerebral infarction occurred in the Sham group. In the HI group, a significant infarct volume (29.5 ± 2.10%) was observed in the injured brain hemisphere. The gut fecal material from Sham and HIBD group were harvested for microbiome and metabolome characterizations through 16S rRNA gene sequencing and gas chromatography–mass spectrometry metabolomic analyses. It reveals a significant difference between the Sham group and the HIBD group through principal component analysis (PCA) in Figure 1D. The two groups of samples exhibit significant differences in the orthogonal projections to latent structures discriminant analysis (OPLS-DA) scores (Figure 1E). We also identified differentially abundant metabolites between the Sham and HIBD groups. A total of 115 metabolites with significant differences were identified (Figure 1F). Next, we examined the Kyoto Encyclopedia of Genes and Genomes (KEGG, Supplementary Table S1) pathway and pathway-related metabolites among the identified metabolites, including butyrate metabolism, the HIF-1 signaling pathway, fatty acid biosynthesis, pantothenate and CoA biosynthesis, purine metabolism, and neuroactive ligand-receptor interactions, which were screened and visualized using a heat map. For example, (R)-3-hydroxybutyric acid, l-glutamic acid and Succinic acid in butyric metabolic pathway were significantly down-regulated in HIBD group (Figure 1G; Supplementary Figure S3, *p* < 0.05). Taken together, these results suggested that the fecal metabolic phenotype was significantly changed in HIBD rats.

**Figure 1:**
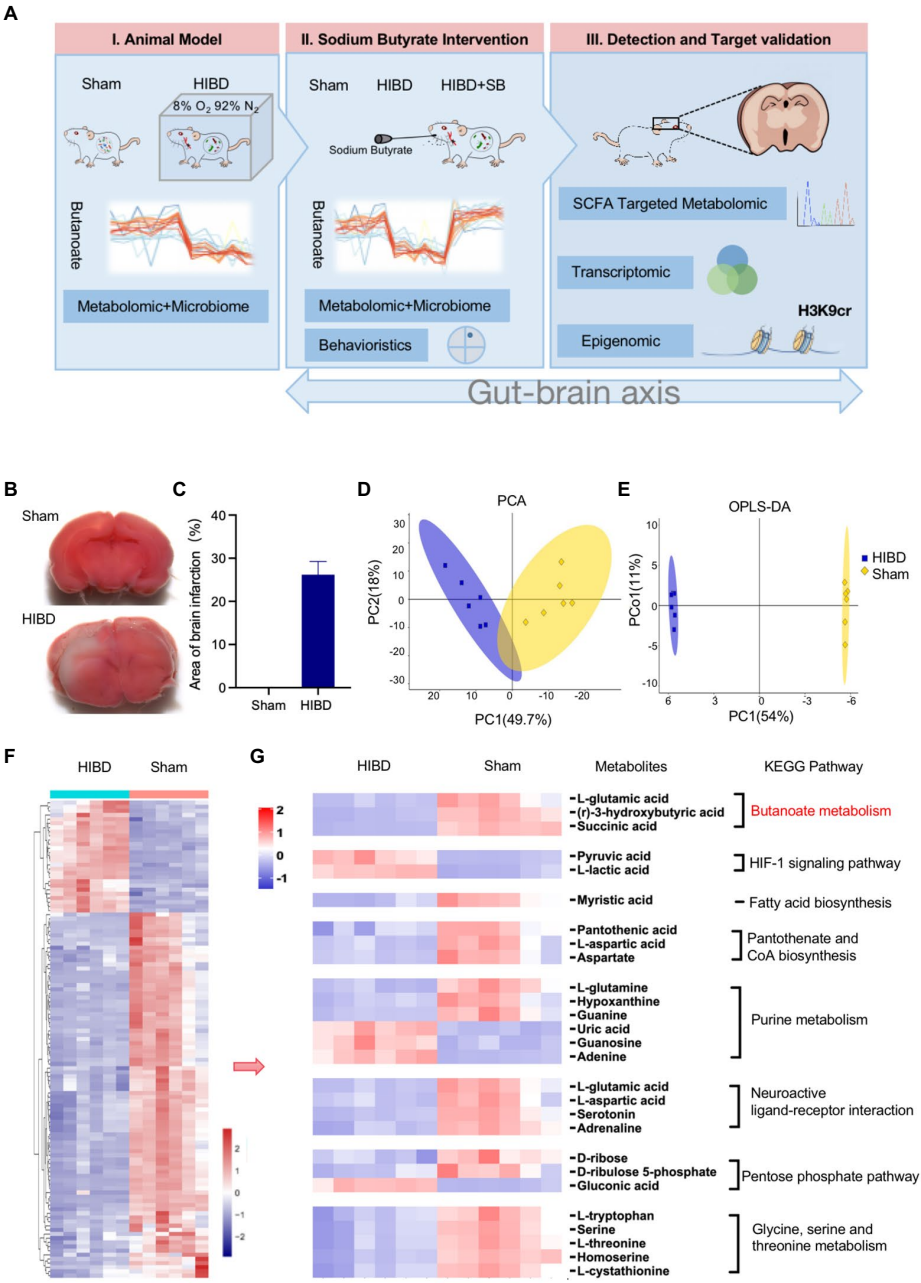
(**A**) Experimental flow chart depicting this study. Sham “sham operated group”, HIBD “hypoxic–ischemic brain damage group,” HIBD + SB “sodium butyrate (SB) treatment group.” (**B,C**) TCC staining detection and Image J quantification of the area of brain infarction, *n* = 3, error bars represent SD. (**D,E**) PCA analysis to the overall distribution and stability of each sample, and (O)PLS-DA to distinguish the global metabolic differences between groups and identify the differential metabolites between Sham and HIBD group (*n* = 6). (**F**) Heat map of all differential metabolites between the Sham and HIBD group (*n* = 6, all *p* < 0.05). (**G**) Representative differential metabolites in the Sham and HIBD group were screened out, the KEGG terms shown on the right side (*n* = 6, all *p* < 0.05).

### Decrease of SCFAs-producing bacteria exhibited in the gut microbiota in HIBD rats

Gut microbiota is closely related to fecal metabolites. Fecal samples were collected from Sham and HIBD groups rats, and a total of 15 bacterial family were identified, with the remaining bacteria classified as “others” (Figure 2A). In addition, the *Firmicutes/Bacteroidetes* ratio is widely believed to have an important influence on maintaining normal intestinal homeostasis, and an increase or decrease in the ratio is regarded as dysbiosis (Indiani et al., 2018; Stojanov et al., 2020). We identified that the *Firmicutes/Bacteroidetes* ratio of the HIBD group was significantly decreased compared with that of the Sham group (Figure 2B). In our study, 51 differentially abundant taxons were found between the HIBD and Sham group (Supplementary Figures S1, S2). We next examined differences in the abundance of several common SCFAs-producing bacteria between the two groups using the linear discriminant analysis effect size. The most abundant butyrate-producing bacteria belong to the *Clostridiales* cluster (Eeckhaut et al., 2013; Ratajczak et al., 2019). *Ruminococcus* and *Butyricicoccus* from *Clostridiales* cluster, are tightly associated with butyrate production (Figure 2C). To determine whether the distribution of fecal metabolic and the microbiota profiles were correlated, we used a Pearson's correlation analysis. The resulting metabolic association heatmap (Figure 2D) indicates positive and negative correlations between the metabolic levels and the identified gut microbiota at the genus level. *Ruminococcus*, displayed a strong positive correlation with L − Glutamate (Correlation = 0.84, *p* = 0.004) and negative correlation with p-Chlorophenylalanine (Correlation = −0.81, *p* = 0.006). *Butyricicoccus*, displayed a positive correlation with l-Lysine (Correlation = 0.74, *p* = 0.01) and also negative correlation with p-Chlorophenylalanine (Correlation = −0.75, *p* = 0.01).

**Figure 2:**
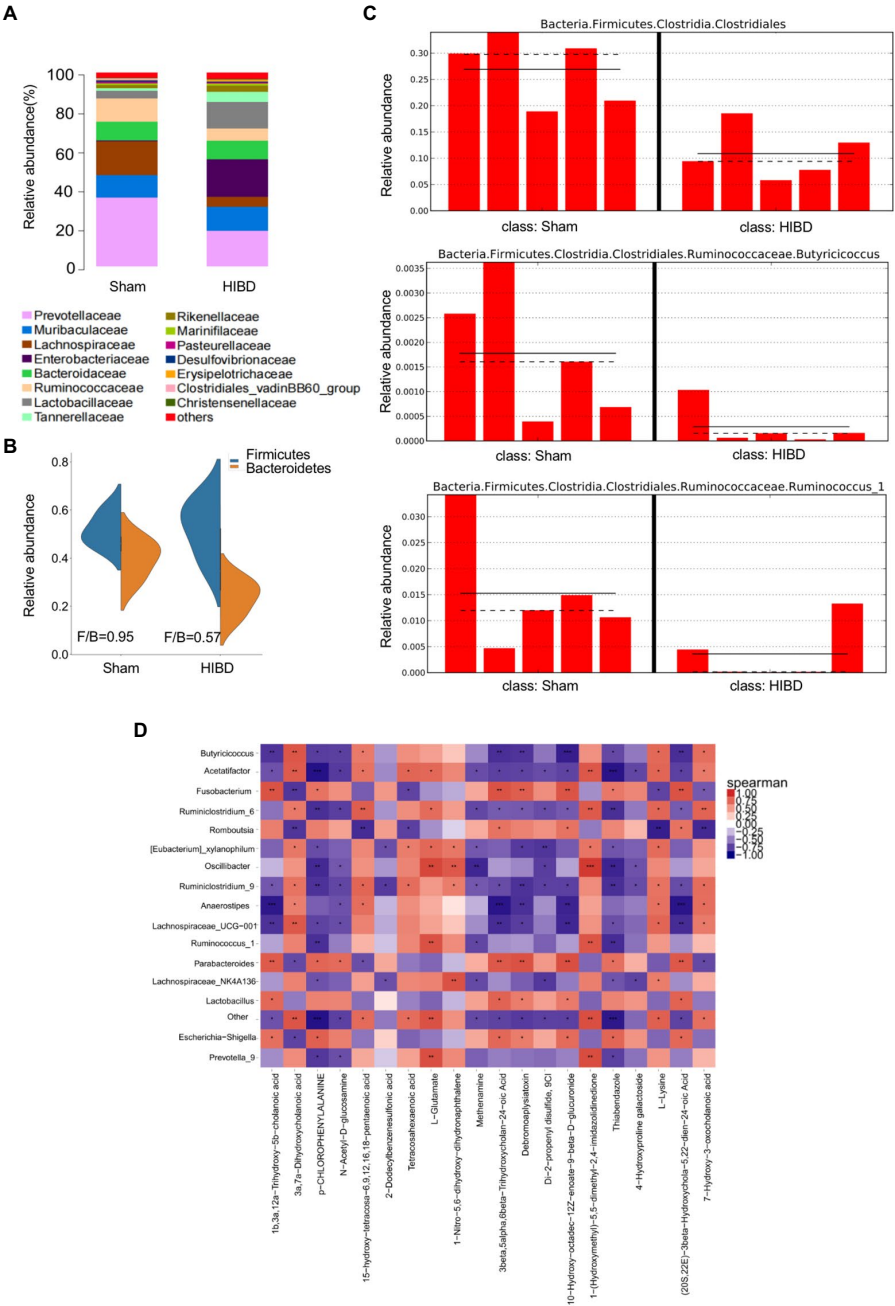
(**A**) Taxonomic summary of the gut microbiota of two groups at family level. The abscissa represents the group, and the ordinate represents the relative abundance (*n* = 5). (**B**) *Firmicutes/Bacteroidetes* ratio of the gut microbiota of two groups at phylum level. (**C**) Histogram of relative abundance of short-chain producing bacteria, where the solid line is the average value of relative abundance and the dotted line is the median value of relative abundance. Each column represents the relative abundance of each sample in each group (all LDA threshold value >2.0, *n* = 5). (**D**) Correlation analysis of metabolomic and microbiome of two groups. The color scale represents the strength of correlation, ranging from 1 (strong positive correlation) to −1 (strong negative correlation). *p < 0.05, **p < 0.01, and ***p < 0.001.

### SB ameliorated pathological brain injury and behavioral function in HIBD rats

The hematoxylin and eosin staining results revealed that the Sham group exhibited an intact neuron structure and regular arrangement with red staining of the cytoplasm and blue staining of the nuclei in both the cerebral cortex and hippocampus. However, hypoxia-ischemia induced obvious neuronal injury in the cerebral cortex, including neuronal shrinkage, nuclear chromatin condensation, and loss of intercellular connections. Heterogeneity was also obvious in the hippocampus, shown as a disordered arrangement of neurons, an unclear hierarchy, a significantly reduced number of neurons, and partial nucleoplasmic shrinkage. After 2 weeks of intragastric SB administration, these pathological changes in the cerebral cortex and hippocampus were significantly reduced, as revealed by normal-shaped nerve cells in most areas compared with the HIBD group (Figure 3A). The Morris water maze was used to investigate the effects of SB on learning and memory deficits in rats after hypoxia-ischemia. Analysis of the mean path length showed that memory was significantly improved in SB-treated rats (Figures 3B,C). Figure 3D shows that SB treatment reduced the escape latency on day 4 and day 5 (^#^*p* < 0.05, ^##^*p* < 0.01). A decrease in the number of times that rats crossed the former location of the platform was observed in the HIBD group versus the sham group (*p < 0.05), and supplementation with SB reversed this effect (^#^*p* < 0.05), as shown in Figure 3E. This experiment also confirmed that intragastric saline administration had no effect on brain histopathology and behavioral function in hypoxic–ischemic rats. These results suggest that SB can alleviate pathological brain injury and rescue learning and memory abilities in rats after hypoxia-ischemia.

**Figure 3:**
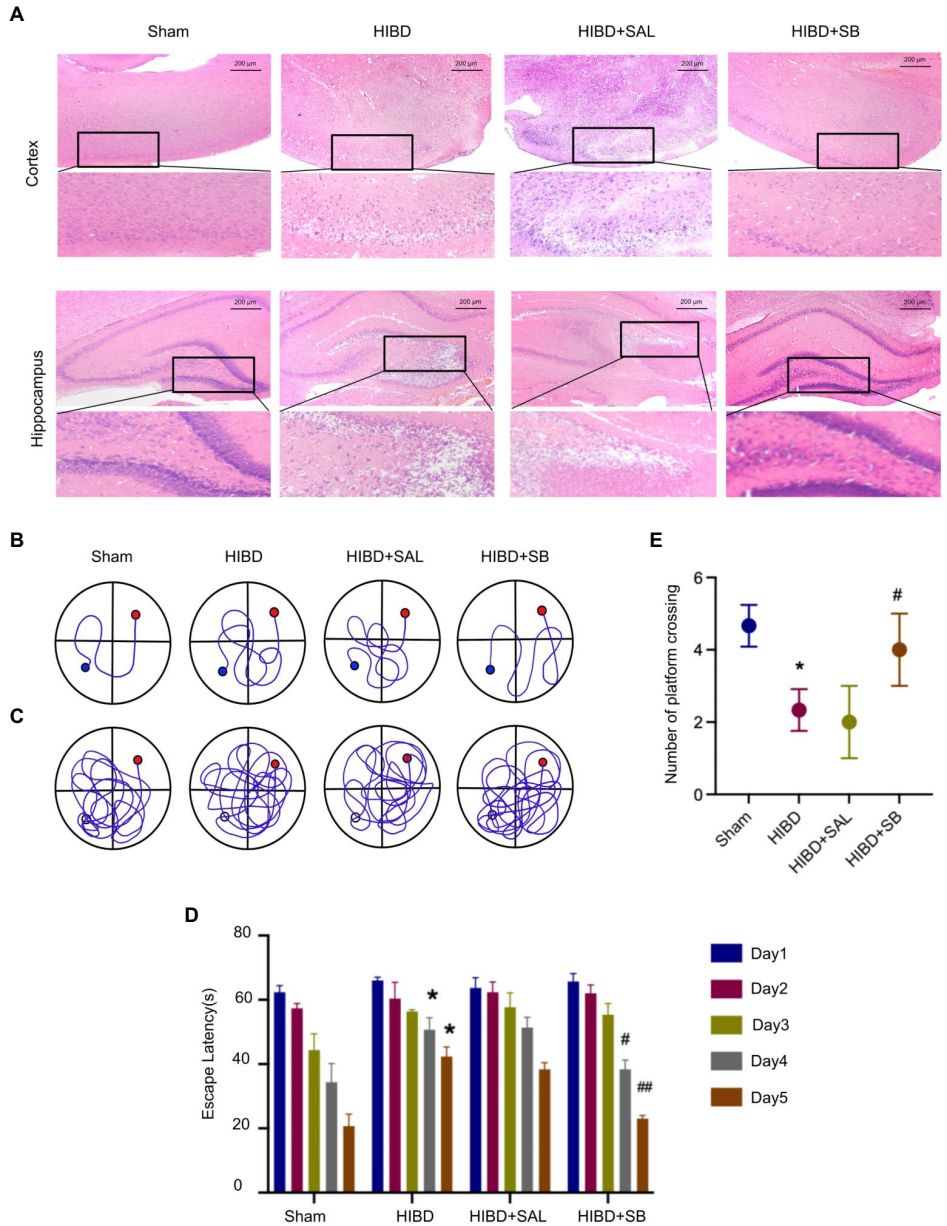
(**A**) H&E staining of cerebral cortex and hippocampus tissue pathological changes of rats. (**B–E**) SB ameliorated learning memory deficits in hypoxia-ischemia brain damage Rats: Representative pathways on the fifth day of navigation test (**B**); representative swim paths on the sixth day of test (**C**); Escape latency (**D**); Number of times the rat pups crossed the former location of the platform (**E**); *n* = 3, error bars represent SD, * < 0.05 compared to Sham group; ^#^ < 0.05, ^##^ < 0.01 compared to HIBD group.

### Effects of SB treatment on the gut microbiota and metabolites in HIBD rats

Multivariate statistical analysis showed that the experimental group exhibited good stability and repeatability, which could be used to explain and predict the differences among the three groups (Figure 4A). To more intuitively demonstrate the effect of SB treatment on fecal metabolism and the differences in metabolites among the three groups, we conducted hierarchical clustering analysis of all metabolites with significant differences (*p* < 0.05, Supplementary Table S2). The Mfuzz method was used to perform cluster analysis on the expression of the differential metabolites. As shown in Figure 4B, this analysis identified 4 clusters referring to as clusters 1–4. We focused on clusters 4, those metabolites decreased in HIBD group and returned after SB treatment. As expected, the molecules in cluster 4 (*n* = 24) are associated with butyrate metabolism, which labels in the volcanic diagram (Figure 4C). Differential metabolite pathway enrichment analysis can be helpful for understanding the mechanism of brain injury recovery after SB treatment. We listed related functional pathway metabolites that were differentially abundant between the HIBD + SB and HIBD groups (Figure 4D). The butanoate metabolism pathway and related metabolites are shown in Figure 4E. In addition, SB altered the structure and composition of the gut microbiota. Figure 5A shows a histogram of the community structure of the top 15 species in order of abundance at the family classification level (Supplementary Table S3). In particular, *Prevotellaceae* were significantly reduced in the HIBD group compared with the Sham group, but this effect was reversed in the HIBD + SB group. *Enterobacteriaceae* and *Lactobacillaceae* were significantly more abundant in the HIBD group than in the other groups. A boxplot analysis of relative abundance was performed at the family and order levels for intergroup comparisons of dominant SCFAs-producing species (Figure 5B), and a heatmap was constructed according to the relative abundances of different species (Figure 5C). A Circos diagram was used to show the corresponding relationship between the groups and microbiota, which showed the composition proportion of the top 5 dominant species at the phylum level in each sample and their proportional distribution among the groups (Figure 5D). The linear discriminant analysis effect size indicated differences in the abundance of several common SCFAs-producing bacteria (butyrate in particular) among the three groups (Supplementary Figure S4). The differentially abundant metabolites and gut metabolic association heatmap of the microbiota (Supplementary Figure S5) indicated positive and negative correlations between the HIBD and HIBD + SB groups. These results indicate that SB treatment effect on SCFAs-producing bacteria exerts its SCFAs-producing species activity by activation of butanoate metabolism pathway. This led us to further investigate the mechanism of SB treatment-mediated refractoriness.

**Figure 4:**
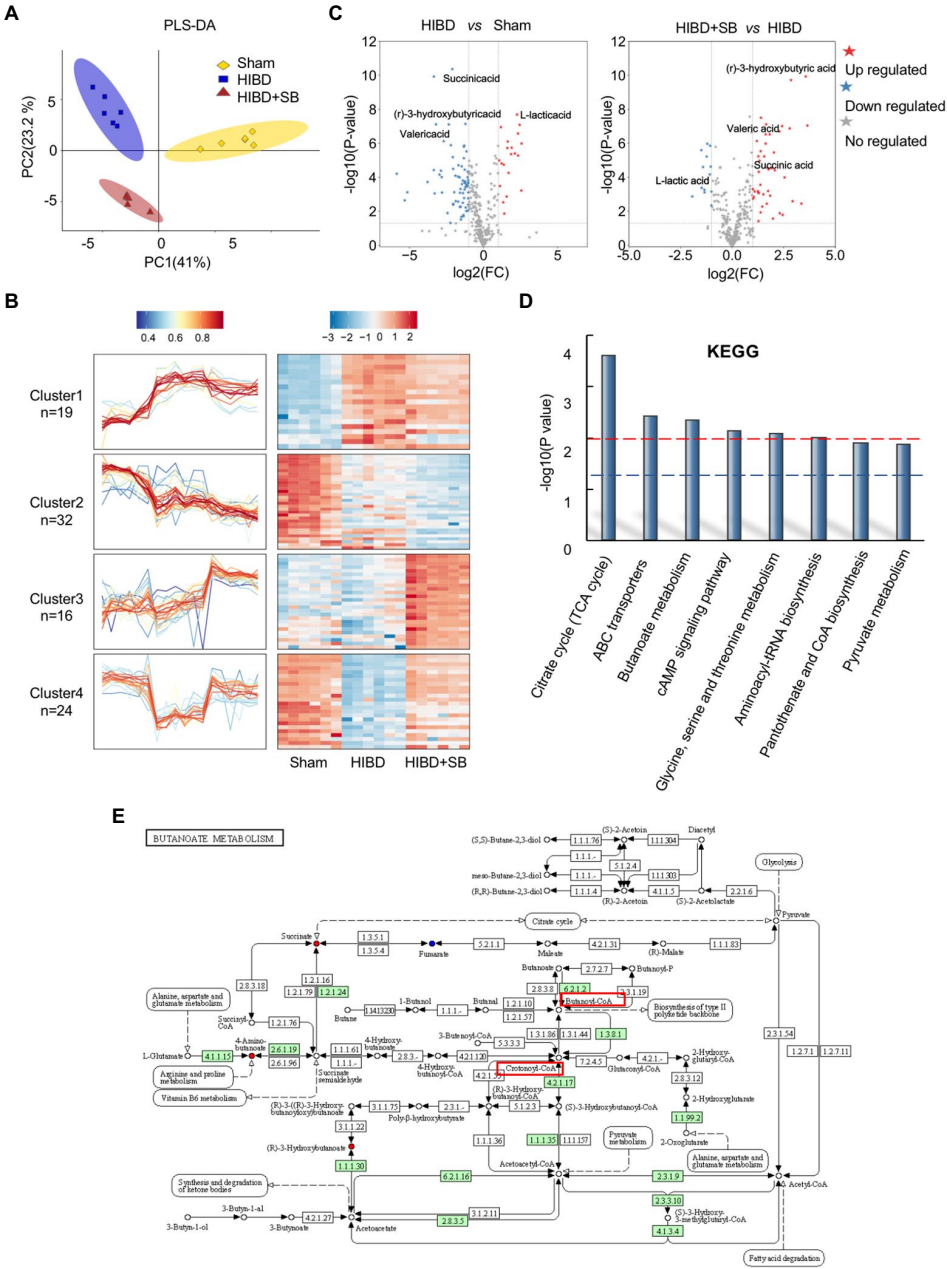
(**A**) PLS-DA to distinguish the overall metabolic differences between the Sham, HIBD and HIBD + SB group (*n* = 6 per group). (**B**) Cluster heat map of differential metabolites (*n* = 6 per group, *p* < 0.05). (**C**) Volcano plots of all differential metabolites between three groups (all *p* < 0.05). (**D**) Metabolic pathway enrichment analysis of differential metabolites was performed based on KEGG database between HIBD + SB and HIBD groups, where *p* = 0.01 indicated by the red line and *p* = 0.05 indicated by the blue line. (**E**) KEGG pathway of butanoate metabolism.

**Figure 5:**
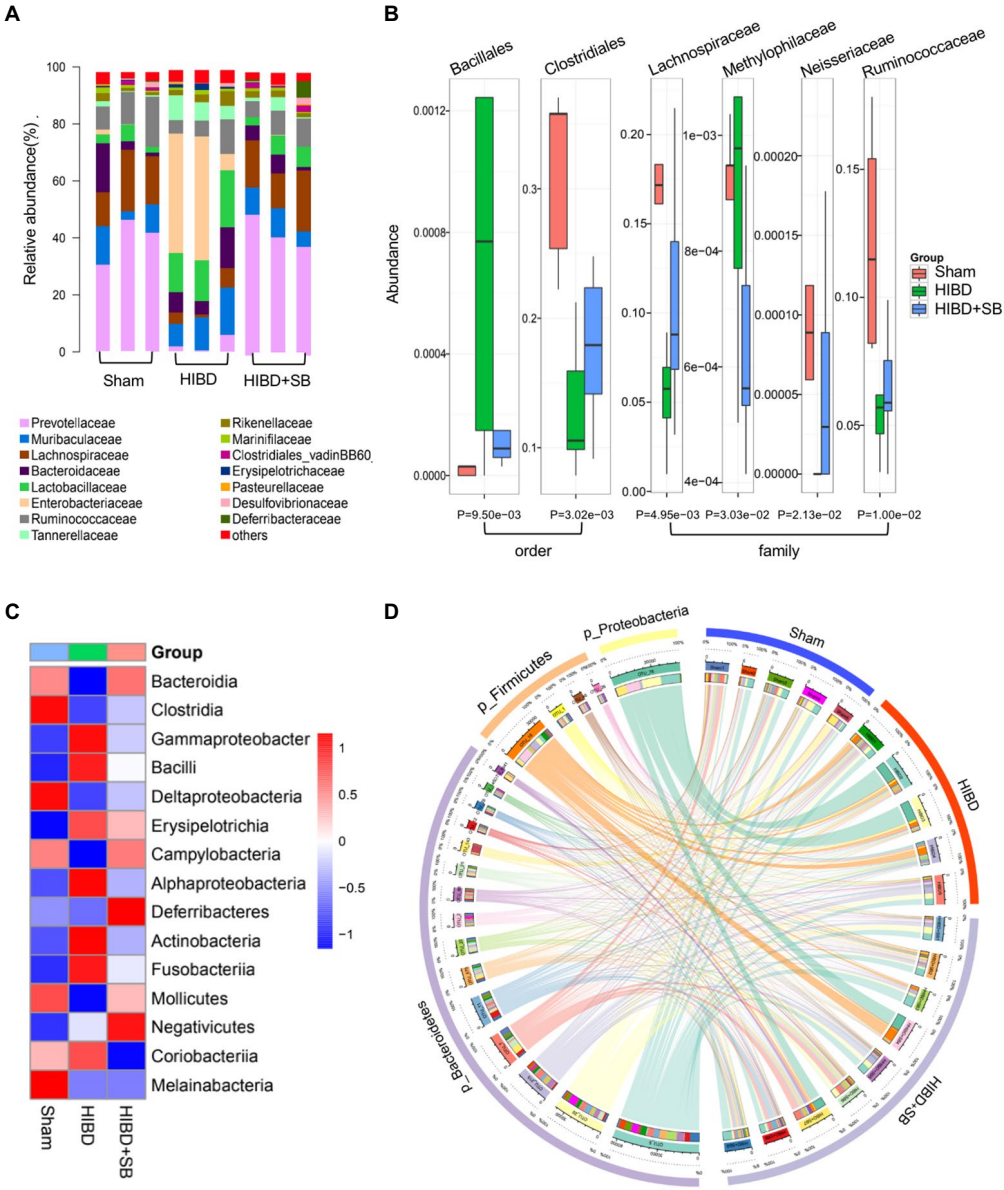
(**A**) Taxonomic summary of the gut microbiota species between the Sham, HIBD and HIBD + SB group at family level. Each column represents a sample, different colors represent different annotation information, and the ordinate represents the relative abundance (*n* = 3 per group). (**B**) The Boxplot of microbiota between groups at order and family level, different colors represent different groups of samples, and the ordinate represents the relative abundance value of species, the bottom label is *p* value (*n* = 5 in Sham and HIBD group, *n* = 8 in HIBD + SB group). (**C**) Heat map of microbiota species at class level, red indicates high relative abundance of species, blue indicates low relative abundance of species (*n* = 5 in Sham and HIBD group, *n* = 8 in HIBD + SB group). (**D**) The outer circle and inner circle of the left semicircle represent the species information at phylum level with Top5 abundance and their proportions in different groups, respectively. The outer and inner circles of the right semicircle represent the sample grouping information and the proportion of species contained at the Top5 phylum level.

### SB treatment promoted H3K9cr in the brain tissue of hypoxic–ischemic rats

Several research showed that the gut microbiome plays an important role in basic neurogenerative processes such as the formation of the blood–brain barrier, neurogenesis, and microglia maturation, a subsequence effect on animal behavior. To explore the mechanism of butyrate intervention in alleviating cerebral hypoxic–ischemic injury, we measured the SCFAs concentration in brain tissue using targeted high-performance liquid chromatography–tandem mass spectrometry. SCFAs, including acetic acid (*p* = 0.040) and butyric acid (*p* < 0.001), were decreased in the HIBD group compared with the Sham group. In particular, the butyric acid concentration in the brain increased significantly after butyrate supplementation in the HIBD + SB group compared with HIBD rats (*p* < 0.001; Figures 6A,B). This result is consistent with previous reports indicating that butyrate penetrates the BBB. The correlation analysis pointed out that *Butyricicoccus* and *Ruminococcus* which decrease in feces of HIBD rats displayed a positive correlation with acetic acid and butyric acid in the brain (Supplementary Figure S6). Furthermore, studies have suggested that SCFAs are converted into cognate acyl-CoAs, which are directly used as substrate factors for histone acylation reactions. Western blot analysis results indicated that histone crotonylation was relatively abundant in the brain and more significantly altered in the HIBD group than in the Sham group (acetylation *p* = 0.041, crotonylation *p* < 0.01) (Figures 6C,D). We hypothesized that histone crotonylation may be linked to hypoxic–ischemic brain injury. We tested this hypothesis by examining the H3K9cr and H3K18cr expression levels in brain tissues from the three groups. The results indicated that H3K9cr was decreased in the HIBD group, and the protein expression level increased after SB treatment. H3k18cr was also altered in the HIBD group, but SB treatment did not affect its expression level (Figures 6E,F). Immunohistochemical analyses showed a similar trend in H3K9cr expression levels in the cerebral cortex (Figures 6G,H). We also found that acyl-CoA dehydrogenase short chain (ACADS) expression was greater in the Sham group than that in the HIBD group, and the number of ACADS-positive cell nuclei in the cerebral cortex greatly increased after SB treatment (Figures 6I,J; Supplementary Figures S7A,B).

**Figure 6:**
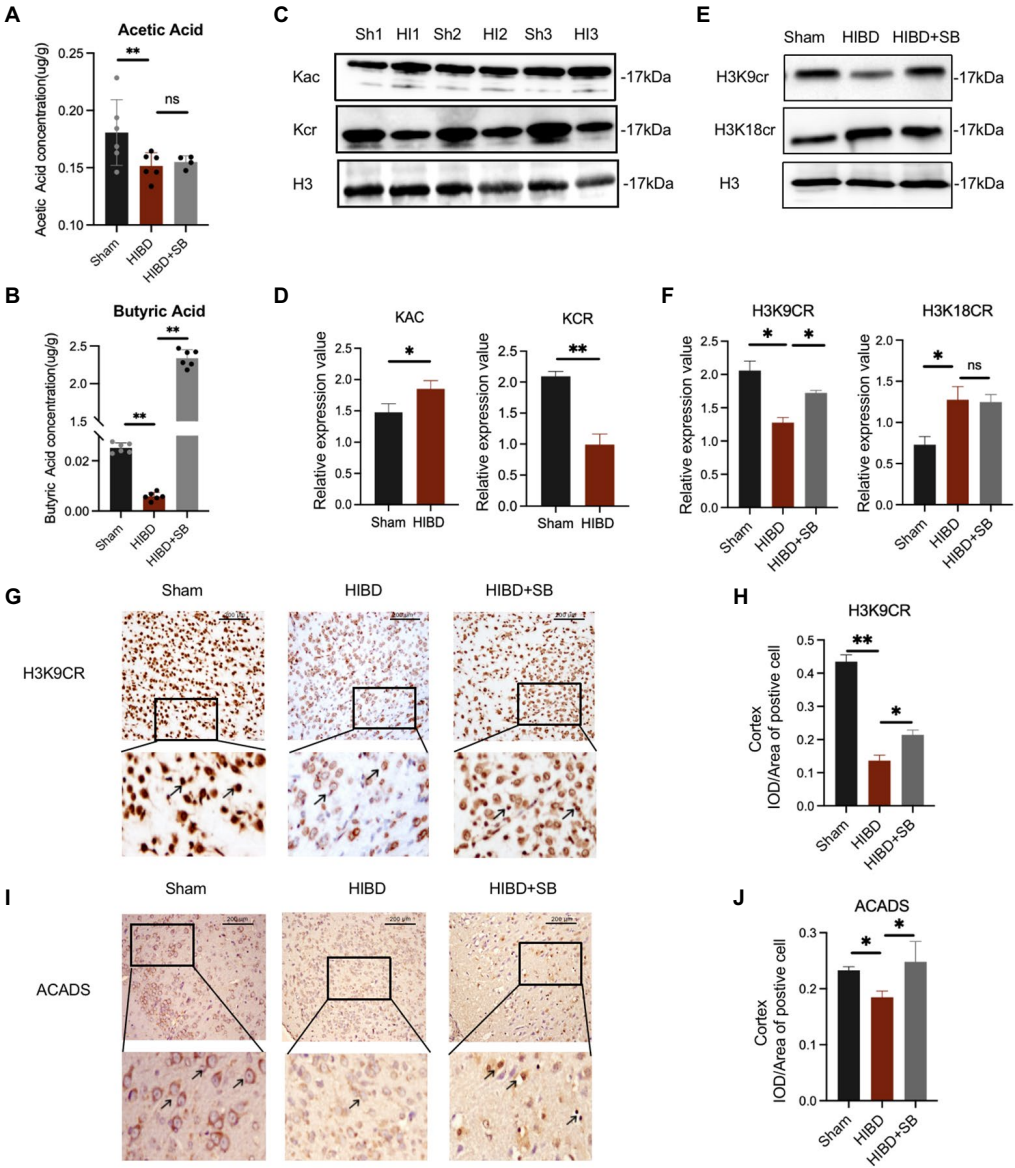
(**A,B**) The concentration of acetic acid and butyric acid in the brain tissue (μg/g). Data are shown as mean ± SD, *n* = 6, error bars represent SD, Statistical significance was considered at ns: not significant, *p < 0.05, **p < 0.01 for one-way ANOVA analysis. (**C**) Changes of acetylation and crotonylation in brain tissue after HI which was analyzed by Western blot with anti-Kac and anti-Kcr antibodies. (**D**) Relative abundance analysis of (**C**), *n* = 3, error bars represent SD, *p < 0.05, **p < 0.01 for one-way ANOVA analysis. (**E**) Brain H3K9cr and H3K18cr expression was analyzed by Western blot of Sham, HIBD and HIBD + SB group. (**F**) Relative abundance analysis of (**E**), *n* = 3, error bars represent SD, ns: not significant, *p < 0.05, **p < 0.01 for one-way ANOVA analysis, error bars are standard deviation. (**G**) Immunohistochemical of the H3K9cr expression level of cerebral cortex in three groups. (**H**) Relative abundance analysis of (**G**), *n* = 3, error bars represent SD, *p < 0.05, **p < 0.01 for one-way ANOVA analysis, error bars are standard deviation. (**I**) Immunohistochemical of the ACADS expression level of the cerebral cortex in three groups. (**J**) Relative abundance analysis of (**I**), *n* = 3, error bars represent SD, ns: not significant, *p < 0.05, for one-way ANOVA analysis, error bars are standard deviation.

### Alterations in the gene expression profile after SB treatment

To identify alterations in the gene expression profile caused by hypoxia-ischemia and SB treatment, we performed RNA sequencing on cerebral cortex tissue. 

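RNA-seq counts were analysed for 3 libraries of cerebral cortex, 1 each for the Sham, HIBD and HIBD + SB groups. HIBD is ligation of the left common carotid artery followed by 2 h in 8% oxygen, and SB is sodium butyrate given by gavage at 100 mg/kg for 2 weeks. The paper states that each library was made from a pooled sample, and it does not give the number of animals in a pool. The submitters' labels give Day 10 for all 3 libraries, without the event from which it is counted. The paper gives rats of postnatal day 7 to 10 for the surgery and does not state when cortex was taken for RNA-seq. It is therefore not settled whether the 2 weeks of SB were complete in the HIBD + SB library. The paper names TRIzol for isolation of RNA, and the labels name a column kit.
The authors filtered and aligned the reads and deposited whole-number counts per Ensembl gene for 20810 genes, and the deposited counts carry no normalization. Total counts were 15675530 in Sham, 15289307 in HIBD and 15623858 in HIBD + SB. The aligner and counting tool are not given in the sources used here. The submitters' processing notes name GRCm38 and mm10, which are names of a mouse build, whereas the gene identifiers are those of rat. The build of the gene positions printed here is therefore unknown.
Counts of the same symbol were summed, which gave 20150 genes, and converted to CPM, that is counts scaled to library size, after TMM scaling, with factors of 1.01, 0.998 and 0.992 for Sham, HIBD and HIBD + SB. A log2 ratio between libraries was computed after a pseudocount of 1 CPM, which draws the ratios of low genes towards 0. Genes were counted as higher or lower when the ratio was at least 2-fold and at least 10 counts were present in either library. The 95% interval beside a ratio is an exact Clopper-Pearson interval of the ratio of counts without the pseudocount, so for a low gene it can lie beyond the ratio printed. With 1 library per condition a difference has no replicate check, no p-value is given, and the intervals cover counting error only.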

Differentially expressed genes were identified in the Sham, HIBD, and HIBD + SB groups, which are shown by Venn (Figures 7A,B; Supplementary Tables S4,S5) and volcano diagrams (Figures 7C,D). By comparing libraries from the HIBD and Sham groups, we identified a number of significantly differentially expressed genes, including 465 upregulated and 482 downregulated genes. 

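In the HIBD library, 111 genes were at least 2-fold higher and 84 were at least 2-fold lower than in the Sham library, of 15620 genes with enough counts. Selenow, which encodes the small selenoprotein W (chromosome 1, 77533148 to 77535681), had 153 counts in Sham and 3159 in HIBD, a log2 ratio of 4.29 (95% interval 4.19 to 4.66). Tagln3, which encodes transgelin 3, a protein of the calponin family, had 202 and 2005 counts, a log2 ratio of 3.27 (interval 3.15 to 3.58). Atp5pb, a subunit of the mitochondrial ATP synthase, had 565 counts in Sham and 13 in HIBD, a log2 ratio of -4.31 (interval -6.31 to -4.60). Nhp2, a protein of the ribonucleoproteins that modify ribosomal RNA, had 194 and 4 counts, a log2 ratio of -3.39.
Other genes among the 10 highest were Tma7, a factor associated with translation, with 13 counts in Sham and 416 in HIBD, and the rat major histocompatibility complex gene RT1-N2, with 3 and 172 counts (log2 ratio 3.37, interval 4.32 to 8.19). Epb41l1, listed as a band 4.1-like protein of the membrane skeleton, had 54 and 902 counts. Among the 10 lowest, LOC103694877, listed as macrophage migration inhibitory factor, had 396 counts in Sham and 18 in HIBD. LOC100910944, listed as reactive oxygen species modulator 1, had 212 and 3 counts, a log2 ratio of -3.59 (interval -8.38 to -4.52). Mff, listed as mitochondrial fission factor-like, had 637 counts in Sham and 34 in HIBD, while LOC102556337, listed as mitochondrial fission factor, had 39 and 582. The sum of this pair was 676 and 616 counts, a log2 ratio of -0.08. In HIBD + SB the pair had 45 and 40 counts, a sum of 85, so its total was not constant across the libraries.
The 10 highest log2 ratios ran from 3.26 to 4.47 and the 10 lowest from -4.31 to -2.84. Of these, 4 of the former genes and 5 of the latter carry an Entrez record that is not in the RefSeq table of the rat assembly GRCr8. Epb41l1 is among the former, and Atp5pb and Mff are among the latter. Such records made up 32.8% of the genes at least 2-fold apart and 2.07% of all genes with enough counts, and with genes in that table alone the counts were 67 higher and 41 lower. With a pseudocount of 0.1 CPM the counts were 422 higher and 313 lower, and at 4-fold they were 34 and 30.

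**Figure D1:**
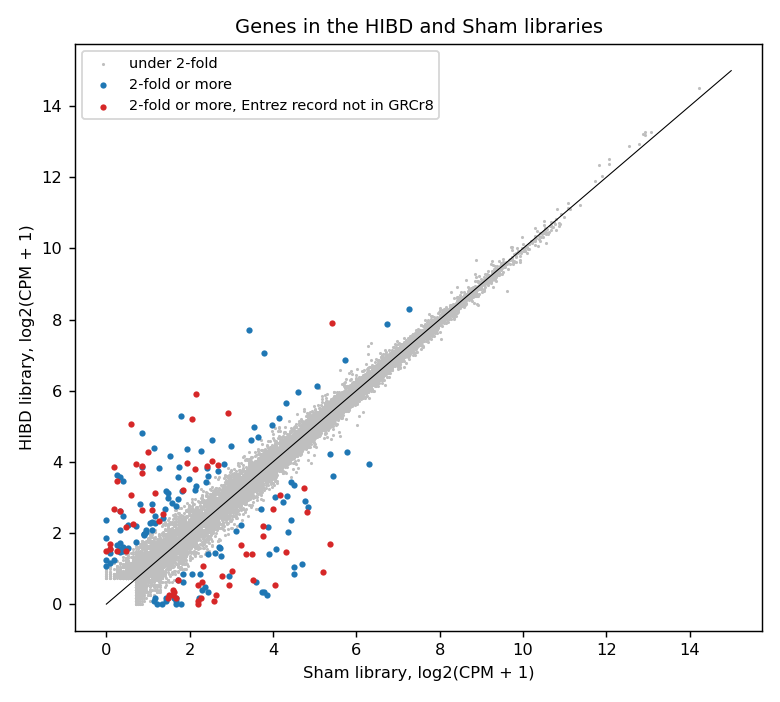
Genes with enough counts in the Sham library (x axis) and the HIBD library (y axis), as log2(CPM + 1), with the line of equal levels. Coloured points are the 111 genes above and the 84 genes below the line that were at least 2-fold apart, and red marks those whose Entrez record is not in the GRCr8 RefSeq table; most points lie near the line.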

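Between the HIBD + SB and HIBD libraries, 78 genes were at least 2-fold higher with SB and 94 were at least 2-fold lower, of 15630 genes with enough counts. Car3, a carbonic anhydrase (chromosome 2, 88126667 to 88135410), had 64 counts in HIBD and 506 in HIBD + SB, a log2 ratio of 2.69 (95% interval 2.58 to 3.36). LOC103692716, listed as an alpha isoform of the chaperone heat shock protein 90, had 501 and 3925 counts, a log2 ratio of 2.91 (interval 2.81 to 3.08), whereas Hsp90aa1 is listed separately with 56 and 32. Gstm3, a glutathione S-transferase, had 9 and 376 counts, a log2 ratio of 3.99. Capns1, the small subunit of calpain, a calcium-dependent protease, had 573 counts in HIBD and 13 in HIBD + SB, a log2 ratio of -4.39 (interval -6.40 to -4.70).
LOC689064, listed as a beta globin gene, had 3600 counts in HIBD and 280 in HIBD + SB, a log2 ratio of -3.64. Asb15, which encodes a protein with ankyrin repeats, had 168 counts in HIBD and 0 in HIBD + SB, which is at least 56.9-fold lower against a floor of 3 counts in that library; the exact interval, which is wider, has an upper bound of -5.52 on the log2 scale. Chid1, which encodes a protein with a chitinase domain, had 221 and 7 counts. Pcgf1, a component of Polycomb complexes that modify chromatin, had 1 count in HIBD and 99 in HIBD + SB (log2 ratio 2.79, interval 4.09 to 11.92). Pcsk1n, an inhibitor of a proprotein convertase, had 2 and 91 counts (log2 ratio 2.60, interval 3.59 to 8.55).
Among the 10 genes with the highest ratio, which ran from 2.60 to 3.99, 4 carry an Entrez record that is not in GRCr8, Gstm3 among them, as do 4 of the 10 with the lowest, which ran from -4.46 to -3.42. With genes recorded in GRCr8 alone, 39 were higher and 56 lower, with a pseudocount of 0.1 CPM the counts were 322 and 371, and at 4-fold they were 19 and 32.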

Compared with the HIBD group, there were 456 upregulated and 441 downregulated genes after SB treatment. Further functional analysis with Gene Ontology (GO) terms indicated that enriched differentially expressed genes were related to neuron development, metabolic processes, and chromatin/histone modification (Figures 7E,F). 

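Gene lists of pyramidal and forebrain neuron development and of synaptic plasticity had medians near 0 in both comparisons, while lists of immature neurons, glial markers and immediate early genes had medians above 0 in HIBD. Of 27 measured genes of pyramidal and forebrain neuron development, none was 2-fold apart in either comparison, and the median log2 ratio was -0.00082 for HIBD against Sham and -0.0068 for HIBD + SB against HIBD; the first of these is above 0 with the median-of-ratios and upper-quartile scalings. Within that list Emx1, a transcription factor of the developing cortex, had 385 counts in Sham, 271 in HIBD and 258 in HIBD + SB. A list of general neuronal markers was lower in HIBD, with a median of -0.16 (percentile 0 among 10000 random lists of the same size and expression) and 5 of 20 members above 0. Their median in HIBD + SB against HIBD was -0.0074 (percentile 33.7), with 10 of 20 above 0. In HIBD against Sham, excitatory neuron markers had a median of -0.04 (percentile 29.7), within the range of random lists, and inhibitory neuron markers one of -0.11 (percentile 1.78). Snap25, a protein of synaptic vesicle release, had 23624 counts in Sham, 17321 in HIBD and 21831 in HIBD + SB, Nrgn, a postsynaptic calmodulin-binding protein, had 28014, 22178 and 27477, and Snhg11, a neuronal RNA, had 4893, 3955 and 3545. Immature neuron and progenitor markers had a median of 0.21 in HIBD against Sham (percentile 99.6), with 11 of 15 above 0, and of 0.04 in HIBD + SB against HIBD (percentile 73.3). Among them Neurod1 had 241, 356 and 226 counts, and Eomes had 4, 27 and 10. Hippocampal markers, a list that also holds Neurod1, had medians of 0.19 (percentile 99.1) and -0.11 (percentile 4.15) in the same comparisons. A pair of cerebellar granule cell genes, chosen after their values were seen, were likewise highest in HIBD: Gabra6 had 5, 153 and 20 counts and Fat2 had 13, 206 and 38. Hes5, another progenitor gene, had 101, 67 and 255.
Beside these, astrocyte markers had a median of 0.34 in HIBD against Sham, with 16 of 16 members above 0, among them Gfap with 6242 and 8407 counts and Aqp4, the water channel of astrocyte endfeet, with 7268 and 9564. In HIBD + SB against HIBD the astrocyte median was 0.11 (percentile 99.9), with 12 of 16 above 0. Microglia and macrophage markers had a median of 0.28 in HIBD against Sham, with 22 of 24 above 0, among them Cx3cr1 with 265 and 460 counts. Medians in HIBD against Sham were also above 0 for genes of red blood cells (0.86), meninges and fibroblasts (0.22), mitochondrial DNA (0.29) and endothelium (0.11). Immediate early genes had a median of 0.54 in HIBD against Sham and of 0.30 in HIBD + SB against HIBD. In that list Npas4, an activity-dependent transcription factor, had 68 counts in Sham, 201 in HIBD and 368 in HIBD + SB.
For metabolism, 27 measured genes of fatty acid oxidation had a median of 0.077 in both comparisons, at percentiles of 97.7 and 97.9, with 19 and 18 of 27 above 0. Eci1, an isomerase of mitochondrial fatty acid oxidation, had 209, 130 and 219 counts in Sham, HIBD and HIBD + SB, Crot, a peroxisomal carnitine acyltransferase, had 486, 347 and 505, and Ehhadh, a peroxisomal enzyme of the same pathway, had 62, 110 and 82. The tricarboxylic acid cycle had medians of -0.04 and 0.05, at percentiles of 23.0 and 96.3.
For chromatin, 37 measured chromatin modifiers had medians of 0.013 and -0.05, at percentiles of 80.3 and 2.11, the latter below the central 95% of random lists, with none 2-fold apart. Brd2, a bromodomain reader of acetylated histones that was matched by its Entrez record, had 34, 30 and 63 counts. Histone acyltransferases had medians of 0.0088 and -0.06, at percentiles of 68.1 and 7.73. Histone deacetylases and decrotonylases had medians of -0.03 and 0.0077, at percentiles of 31.2 and 55.3. Of 11 measured histone genes, the median was 0.14 in HIBD against Sham and -0.17 in HIBD + SB against HIBD, at percentiles of 98.2 and 0.59, and Hist1h1c, a linker histone, had 825, 1748 and 1074 counts. Without the minimum level for list members, the latter median of histone genes was 0.062. The GO enrichment of the paper was not repeated, since its gene set and background were not used here.

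**Figure D2:**
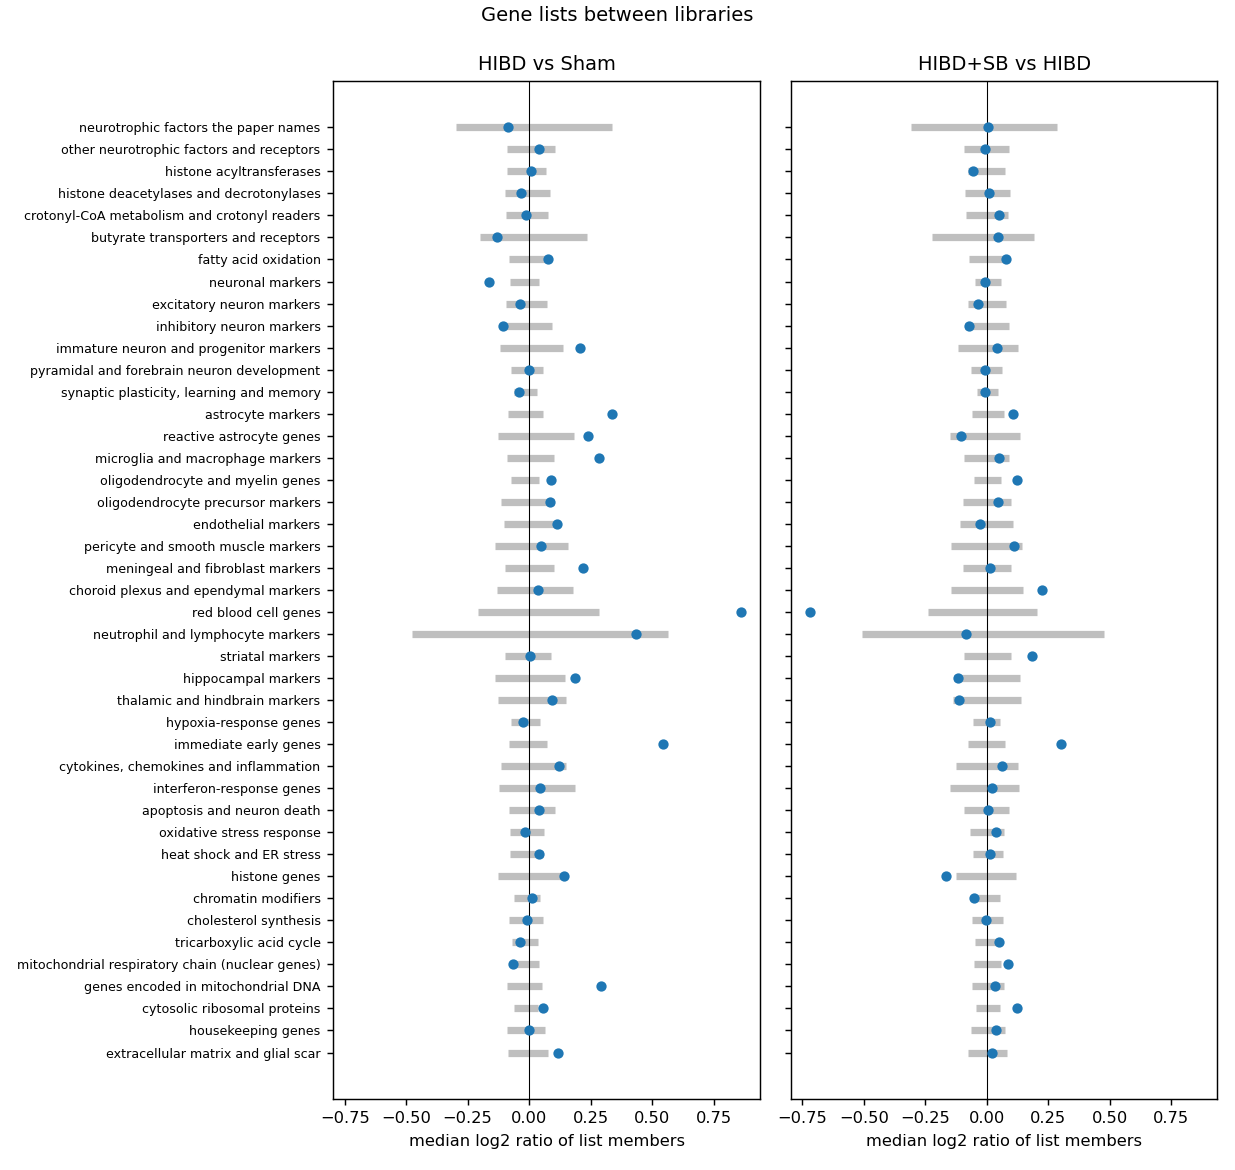
Median log2 ratio of the measured members of each of 43 gene lists (points), for HIBD against Sham and HIBD + SB against HIBD, with the central 95% of 10000 random lists matched on size and expression (grey bars). In HIBD against Sham, 15 lists lie at or above the percentile 97.5 and 2 at or below 2.5, and in HIBD + SB against HIBD 8 and 3 do.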

Quantitative reverse transcription polymerase chain reaction analysis revealed that several HIE-related neurotrophic factor genes were downregulated in the HIBD group and upregulated in the HIBD + SB group, including *Bdnf*, *Manf*, *Ogdh,* and *Cdnf* (Figure 7G). 

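In the RNA-seq libraries, Bdnf, Manf and Ogdh were at similar levels in all 3 groups, and Cdnf and Gdnf had few counts. Bdnf, brain-derived neurotrophic factor (ENSRNOG00000047466, chromosome 3, 100768637 to 100819210), was at 29.4 CPM in Sham, 27.7 in HIBD and 31.7 in HIBD + SB, from 466, 422 and 491 counts. Its log2 ratio was -0.09 for HIBD against Sham (95% interval -0.28 to 0.10) and 0.19 for HIBD + SB against HIBD (interval 0.0045 to 0.39). Manf, mesencephalic astrocyte-derived neurotrophic factor (chromosome 8, 115623178 to 115626380), was at 34.6, 37.6 and 37.7 CPM, with log2 ratios of 0.12 (interval -0.05 to 0.29) and 0.0064 (interval -0.16 to 0.18). Ogdh, a subunit of the oxoglutarate dehydrogenase complex, was at 81.9, 77.5 and 80.3 CPM, with log2 ratios of -0.08 (interval -0.20 to 0.034) and 0.05 (interval -0.06 to 0.17).
Cdnf, cerebral dopamine neurotrophic factor (chromosome 17, 78719111 to 78735324), had 17, 9 and 7 counts in Sham, HIBD and HIBD + SB, and its log2 ratio for HIBD against Sham was -0.38 (interval -2.21 to 0.38), which is -0.77 with a pseudocount of 0.1 CPM and -0.85 with 0.01 CPM. For HIBD + SB against HIBD it had fewer than 10 counts in both libraries, and the ratio was -0.13 (interval -2.05 to 1.21). Gdnf, glial cell line-derived neurotrophic factor (chromosome 2, 56887987 to 56910238), had 1, 4 and 6 counts, so no difference in Cdnf or Gdnf was detectable at this depth. Of the ratios given for these genes, that of Bdnf in HIBD + SB against HIBD is the only one whose interval excludes 0, and its lower bound is near 0. For Bdnf, Manf and Ogdh, the intervals exclude a 2-fold difference in either direction between these libraries.
Ogdh is listed in the file as LOC103693780 on chromosome 14 from 86414949 to 86613327 and was matched by its Entrez record, and its position overlaps those of LOC103693776 and Npc1l1, so its counts are uncertain. LOC103693776, listed as zinc finger MIZ domain-containing protein 2, lies within Ogdh on the same strand, and its Entrez record is not in GRCr8. This gene had 433, 77 and 411 counts in Sham, HIBD and HIBD + SB, with log2 ratios of -2.23 and 2.19. The neurotrophic gene levels in Figure 7G come from RT-qPCR, another assay, which was not analysed here, and the paper does not state whether the same animals were used.

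**Figure D3:**
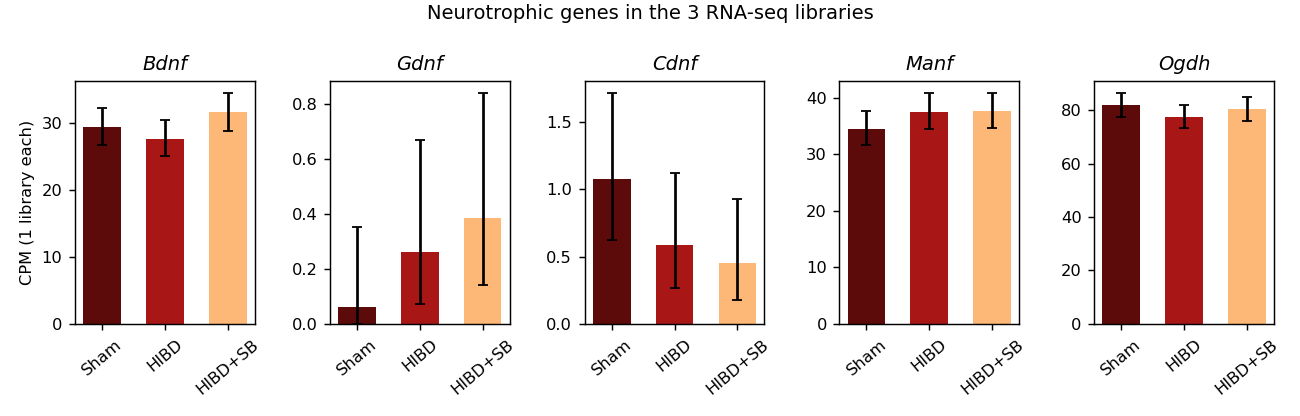
CPM of Bdnf, Gdnf, Cdnf, Manf and Ogdh (y axes, each from 0) in the Sham, HIBD and HIBD + SB libraries, 1 library each. Error bars are exact 95% Poisson intervals of the counts; Bdnf lies at 29.4, 27.7 and 31.7 CPM, and Gdnf rests on 1, 4 and 6 counts.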

Taken together, our data suggest that hypoxia-ischemia resulted in changes in the brain gene expression pattern and decreased expression of HIE-related neurotrophic factor genes, and this phenomenon can be reversed by SB treatment.

**Figure 7:**
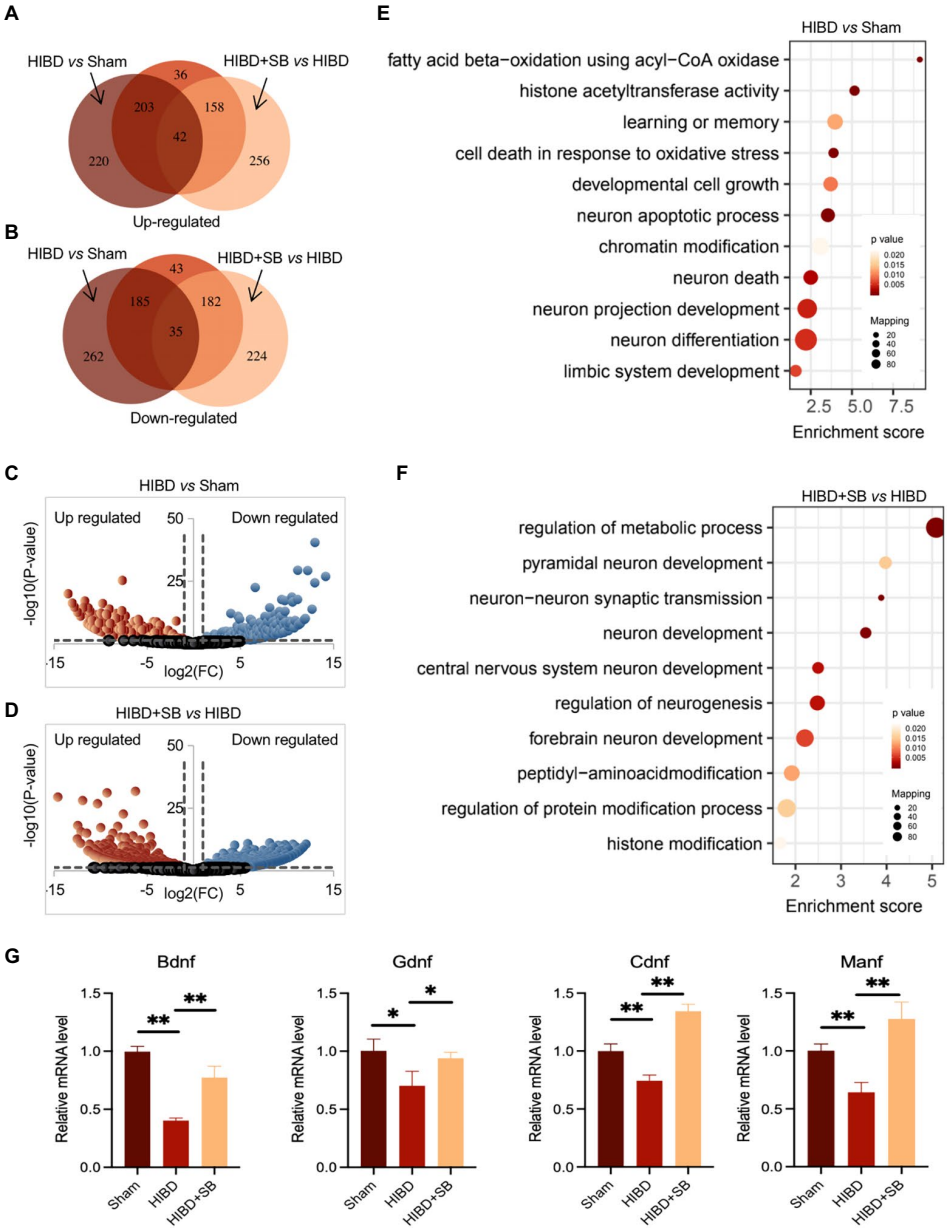
The total RNA was analyzed using RNA-seq. Identified-differential expression genes in Sham, HIBD and HIBD + SB group, which were shown by Venn (**A,B**) and volcano diagram (**C,D**). (**E,F**) The GO terms and corresponding enrichment *p* values in three groups. (**G**) HIE-related neurotrophic factor genes *Bdnf*, *Gdnf*, *Cdnf* and *Manf* mRNA extracted from the brain in three groups were assessed by RT-qPCR. GAPDH was used as control. *p < 0.05, **p < 0.01, *n* = 3, error bars represent SD.

### H3K9cr binding to HIE-related neurotrophic factor genes in hypoxic–ischemic rat brains and changes in these genes after SB treatment

Our data suggest that a decrease in H3K9cr in the brain may underlie brain injury during hypoxia-ischemia. To further explore the importance of H3K9cr during neural system injury and repair, chromatin immunoprecipitation sequencing (ChIP-seq) was carried out in cerebral cortex tissues from the three groups. By analyzing equal numbers of reads for H3K9cr, 6007, 3752, and 4220 total peaks in the promoter were detected in the Sham, HIBD, and HIBD + SB groups, respectively, using an anti-H3K9cr antibody and scanning through the entire rat genome. ChIP-seq of H3K9cr target genes showed that the enrichment level of H3K9cr was significantly decreased in the HIBD group compared with the Sham group, and the enrichment level was successfully rescued by SB treatment (Figure 8A). ChIP-seq analysis identified a remarkable overall change in H3K9cr near transcription start site genomic regions in the three groups (Figure 8B, Supplementary Tables S6,S7). An analysis of ChIP GO terms in the HIBD and Sham groups showed that the significantly downregulated genes targeted by H3K9cr were related to nervous system development, especially the limbic system, diencephalon, metencephalon, and cerebellum, and CoA metabolic processes (Figure 8C). A bar chart shows the significantly upregulated GO terms in the HIBD + SB group compared with the HIBD group (Figure 8D). We analyzed the specific region and accumulation of H3K9cr peaks for the *Bdnf*, *Manf*, *Ogdh*, and *Cdnf* genes (Supplementary Figure S7C). ChIP-qPCR results showed that H3K9cr binding of the HIE-related neurotrophic factor genes *Bdnf*, *Manf, Ogdh,* and *Cdnf* was significantly downregulated in HIBD rat brains and was significantly upregulated by SB treatment (Figure 8E). The venn diagram of ChIP seq and RNA seq combined analysis shows there were 14 genes were down-regulated synchronously in ChIP and transcript in HIBD group and 22 genes were up-regulated synchronously after SB treatment (Figure 8F). These data indicated that decreased binding of H3K9cr to HIE-related neurotrophic factor genes in cerebral cortex tissue of hypoxic–Ischemic rats, resulting in repression of these genes. Furthermore, SB treatment enhances H3K9cr expression and affects H3K9cr binding to HIE-related neurotrophic factor genes.

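On the RNA-seq side, 24 genes were at least 2-fold lower in HIBD than in Sham and at least 2-fold higher in HIBD + SB than in HIBD, and 46 were higher and then lower. M6pr, a receptor that carries enzymes to lysosomes, had 174 counts in Sham, 8 in HIBD and 154 in HIBD + SB, with log2 ratios of -2.98 and 2.84. Tpi1, a glycolytic enzyme, had 251, 29 and 225 counts, with log2 ratios of -2.54 and 2.42. Rcor2, listed as a REST corepressor, had 113, 14 and 89 counts. Among genes higher in HIBD alone, Atn1, listed as an atrophin-1-like gene, had 50, 543 and 58 counts, and LOC100910446, listed as syntaxin-7-like, had 8, 495 and 8. Summed with the gene that shares the description, the counts were 411, 955 and 316 for LOC100910446 (log2 ratio 1.24 in HIBD against Sham), 100, 581 and 91 for Atn1 (2.42) and 116, 31 and 89 for Rcor2 (-1.46). Npy, listed as a pro-neuropeptide Y-like gene, had 10, 217 and 3 counts, with log2 ratios of 3.22 (95% interval 3.59 to 5.57) and -3.67 (interval -8.49 to -4.63). The 46 also hold genes of cerebellum, chosen after their values were seen, and of red blood cells. Gabra6 had log2 ratios of 3.07 and -2.27, and Fat2 had 2.99 and -2.07. Cbln3 had 2.36 and -2.03, and the red blood cell gene Alas2 had 1.06 and -1.47.
Of the 10 genes named by size in each direction, 7 that were lower then higher and 7 that were higher then lower carry an Entrez record not in GRCr8, Rcor2, Atn1, LOC100910446 and Npy among them. Bdnf, Manf and Ogdh were not among the 70 genes. Cdnf and Gdnf had too few counts to pass the rule in both comparisons, so they could not be among them.
Because both comparisons use the HIBD library, the same count was made with each other library set apart. The Sham library was at least 2-fold from both others in 77 genes (33 lower and 44 higher), and the HIBD + SB library in 66 (29 lower and 37 higher). Over 15402 genes the 2 sets of log2 ratios had a correlation of -0.53 across genes, which are not independent replicates, and simulated libraries with no differences gave -0.51 (SD 0.0086, 100 simulations). The covariance was -0.054, against -0.011 simulated. The simulated libraries differ by counting error only. Any further variation of the HIBD library would also make the covariance larger in size, so this gap does not separate a return from such variation. Among these 15402 genes, which had at least 10 counts in a library of each comparison, 56 were lower in HIBD and 61 higher with SB, and 111 were higher in HIBD and 94 lower with SB. A gene with few counts in HIBD stays in this set only if HIBD + SB has enough, so genes that stayed low, such as LOC100910944 with 3 counts in both, are left out, and the set depends in part on the return itself. Independent lists of these sizes would share 0.222 genes that were lower then higher and 0.677 that were higher then lower. Both lists use the HIBD library, which cannot be split, so they are not independent. Part or all of the excess may come from that shared library. The 24 and 46 genes became 86 and 172 with a pseudocount of 0.1 CPM, and 10 and 25 with genes recorded in GRCr8 alone.
The ChIP-seq gene sets of Figure 8F were not analysed here. For the neurotrophic factor genes, the paper draws on ChIP-seq and ChIP-qPCR of H3K9cr, on RT-qPCR and on the joint sets of Figure 8F. It infers that reduced binding of H3K9cr in HIBD represses these genes, and it states that SB affects this binding.

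**Figure D4:**
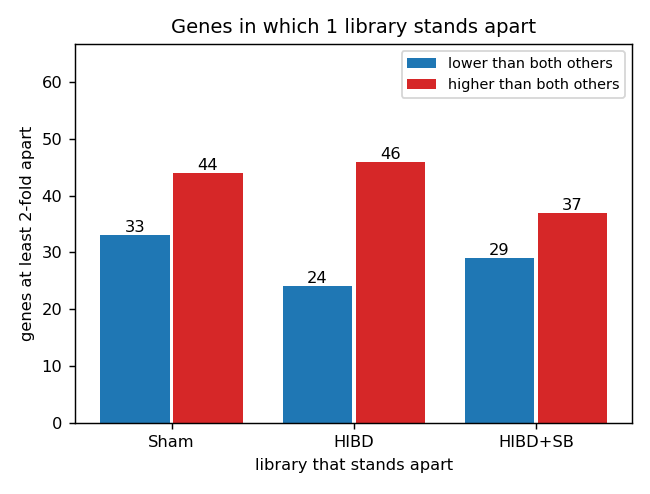
Number of genes (y axis) in which the Sham, HIBD or HIBD + SB library was at least 2-fold lower (blue) or higher (red) than both other libraries. The HIBD library stands apart in 24 and 46 genes, the Sham library in 33 and 44, and the HIBD + SB library in 29 and 37.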

**Figure 8:**
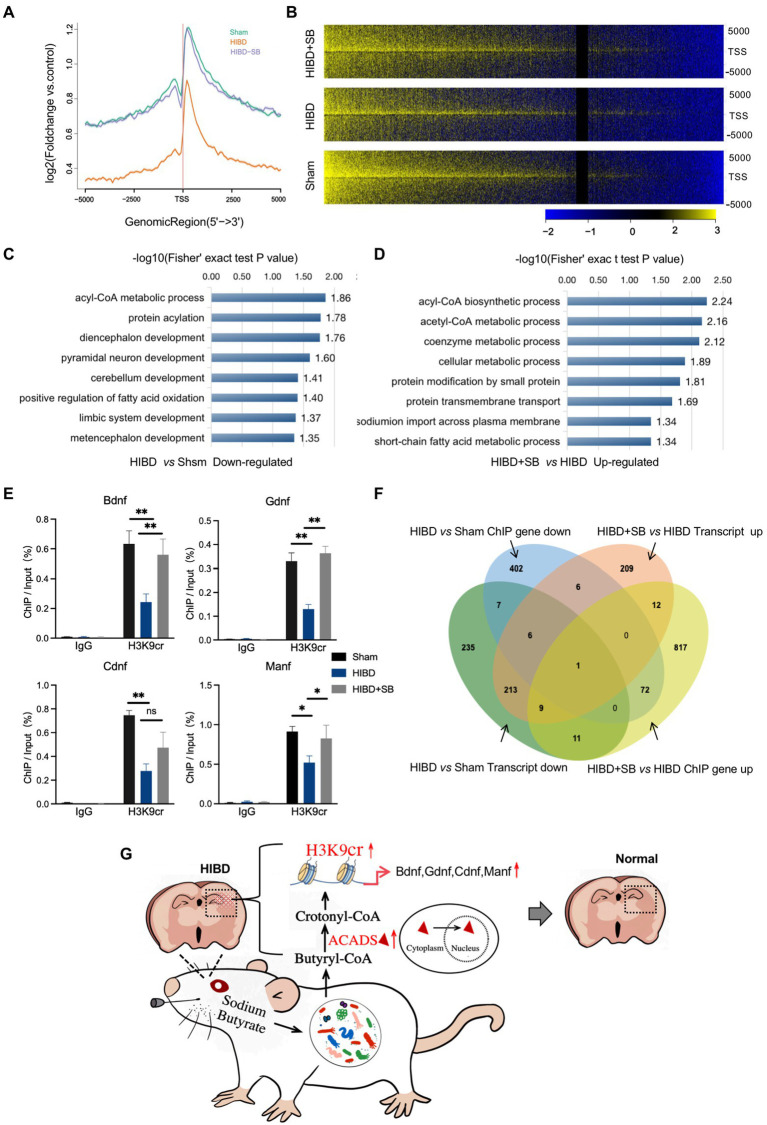
(**A**) Comparison of average ChIP-Seq peaks aggregated around TSS for H3K9cr between Sham, HIBD and HIBD + SB group rats. (**B**) ChIP-Seq enrichment profiles for H3K9cr levels in Sham, HIBD and HIBD + SB group rats. (**C**) Genes corresponding to differential enrichment peaks in the promoter region (TSS − 2000 to TSS + 2000) were used to GO analyze. The bar chart shows the significantly down-regulated GO terms and their adjusted *p*-values in the HIBD compared with Sham group. (**D**) The bar chart shows the significantly up-regulated GO terms and their adjusted *p*-values in the HIBD + SB compared with HIBD. (**E**) Enrichment of HIE-related neurotrophic factor genes *Bdnf*, *Gdnf*, *Cdnf* and *Manf* was measured by CHIP-qPCR. IgG was used as control, *n* = 3, *p < 0.05, **p < 0.01, error bars represent SD. (**F**) Venn diagram of ChIP seq and RNA seq combined analysis. (**G**) After SB intragastric treatment, the gut microbiota composition and the fecal metabolic phenotype in neonatal HIBD rats were significantly changed. SB is absorbed by gut microbiota and metabolized primarily as butanoyl-CoA, and further converted to crotonyl-CoA by ACADS in the nucleus. These molecular metabolites ultimately alleviate brain injury by specifically regulating the H3K9cr enrichment level and binding genes *Bdnf*, *Gdnf*, *Cdnf*, and *Manf.*

## Discussion

The gut microbiome is currently recognized as a key factor that regulates host health and has a profound influence on host physiology by regulating the metabolome, transcriptome, and epigenome. In the present study, we report a bidirectional association between the gut microbiome and brain through the gut–brain axis in an HIBD rat model and confirm that SB treatment reduces hypoxia-ischemia-induced brain damage in the cerebral cortex and hippocampus. Although many previous studies have reported the benefits of SB in brain damage-inducing diseases, the mechanisms remain unclear. This study is the first demonstration that SB treatment alleviates hypoxic–ischemic brain injury by specifically regulating the H3K9cr enrichment level and binding genes, which extends the importance of the microbiota–gut–brain axis.

Perinatal hypoxia-ischemia may cause gut barrier dysfunction, such as necrotizing enterocolitis (Young et al., 2011). HIE has also been reported to alter the gut microbiota (Ni et al., 2019; Gala et al., 2022). We found a decreased Firmicutes/Bacteroidetes ratio in HIDB rats, which indicated a dysbiosis in the gut microbiota (Figure 2B). Importantly, because most of the bacteria identified by 16S rRNA were butyrate-producing phylogenetic groups belonging to the *Firmicutes* phylum and *Clostridia* class, a decreased *Firmicutes/Bacteroidetes* ratio also indicated decreased butyrate production (Turnbaugh and Gordon, 2009; Stilling et al., 2016). Next, we found that several common butyrate-producing bacteria were significantly reduced in the HIBD group (Figure 2C). When these bacteria are maintained at a certain population level, their metabolism increases the butyrate concentration and promotes other favorable gut conditions that inhibit detrimental gut bacteria, thus maintaining the gut environment and supporting optimal host health (Watkins et al., 2017; Zhao et al., 2018; Morais et al., 2021). In addition, metabolic links are present between different types of bacteria. For example, acetic acid produced by Bacteroidetes can be used by Firmicutes to produce butyric acid. *Lachnospiraceae* have the ability to produce butyric acid in the presence of lactic acid and acetic acid (Martin-Gallausiaux et al., 2018; Sun et al., 2018). In our study, butanoate metabolism, fatty acid biosynthesis, and other KEGG pathways exhibited significantly low enrichment in fecal metabolomic analysis in the HIBD group (Figure 1F). Some studies have noted that oral or intravenous sodium butyrate supplementation regulates brain metabolic activity, neurogenesis, and hippocampal structural plasticity (Val-Laillet et al., 2018; Sun et al., 2020). Based on the evidence above, we choose the butyrate as the gut–brain messenger of interest.

Butyrate produced by the gut microbiota is rapidly absorbed by intestinal epithelial cells *via* the Na^+^-coupled transporter SLC5A8 and the H^+^-coupled transporter SLC16A1, which are widely present in the central nervous system and peripheral tissues (Dalile et al., 2019). SB, as the anionic part of dissociated butyric acid and its salts (Stilling et al., 2016), plays an important role in the nervous system through the gut–brain axis. In particular, butyric acid intake shortly after birth is beneficial for gastrointestinal development in mammals (Guilloteau et al., 2010). We found significantly higher levels of butyric acid in the brain tissue of HIBD rats after 2 weeks of SB administration, suggesting that SB can cross the BBB and affect brain metabolism (Figures 6A,B). We found a higher concentration of butyric acid than that found in other previous studies of rat brains after SB supplementation, which may be because of the enhanced sensitivity for SCFAs by targeted ultra-performance liquid chromatography-electrospray-tandem mass spectrometry and the high intragastric SB concentration. Future investigations should address the intragastric concentration gradient. One study also found significant metabolic changes in several brain structures, including the hippocampus, in pigs fed a standard diet with oral sodium butyrate supplementation for 3–4 weeks (Val-Laillet et al., 2018). In addition to the effects on brain metabolism, SB showed neurogenic effects in the subgranular zone of the hippocampus and stimulated neurogenesis in the ipsilateral subventricular region during treatment of ischemia-induced brain injury (Kim et al., 2009; Tian et al., 2019). Our study reported that pathological brain injury in the cerebral cortex and hippocampus and behavioral dysfunction were obviously alleviated by SB treatment in an HIBD model (Figure 3). Meanwhile, the H3K9cr level was downregulated in HIBD rats and was upregulated in the cerebral cortex by SB treatment (Figures 6C,E). We did not confirm the target cells and molecular pathways of SB treatment after hypoxia-ischemia-induced brain injury. However, recent studies have shown the role of SB in alleviating microglia-dependent inflammation after ischemic brain injury. Future investigations should explore the epigenetic regulation of SB treatment in glial cells using cytological experiments.

Regarding the relationship between butyrate and histone crotonylation, it is worth noting that the gut microbiota is a potential source of dynamic acyl-CoA metabolism. SCFAs from the gut microbiota, especially butyrate, are precursors of lysine acylation, suggesting that the physiological function of SCFAs may be regulation of histone acylation modification (Sabari et al., 2017). Supplementation with SCFAs such as β-hydroxybutyric acid or crotonic acid stabilized the level of corresponding histone acylation in a dose-dependent manner through a significantly increased cell concentration of acyl-CoA (Sabari et al., 2017). Crotonylation is differentially regulated by two factors: modification enzymes and small-molecule acyl-coenzymes (crotonyl-CoA) (Fang et al., 2021). These include p300/CBP as crotonyltransferases and class I histone deacetylases, HDAC1, HDAC2, and HDAC3 as decrotonylase enzymes (Wang et al., 2021). The HDAC2 level in the brain was slightly down-regulated in the following of SB treatment (Supplementary Figures S7D,E), which was not correlated with significantly up-regulated butyric acid level in the brain (Figure 6B). Therefore, we hypothesized that the regulation on HDAC2 has only a partial effect on butyrate for crotonylation regulation. However, the intracellular concentration of crotonyl-CoA is approximately 600- to 1,000-fold lower than that of acetyl-CoA. Thus, crotonyl-CoA may be a limiting factor in the transfer reaction of crotonylation (Fang et al., 2021). Interestingly, butyrate is a source of crotonyl-CoA. We speculated that butyrate may regulate histone crotonylation by acting as a decrotonylase and providing crotonyl-CoA.

As expected, we found that the staining of total ACADS was also decreased in cerebral cortex tissue of HIBD samples compared with Sham (Figures 6I,J). One study performed nitrate transfer experiments to further demonstrate that extracellular butyric acid is absorbed by *Bacteroides* and metabolized primarily as butanoyl-CoA (Li, 2022; Park et al., 2022). The conversion of butyric acid to butyryl-CoA was mediated by acyl-CoA synthase short chain family member 2 (ACSS2). ACADS is believed to be a mitochondrial protein that participates in the β-oxidation spiral, where it reduces butyryl-CoA to crotonyl-CoA (Yang et al., 2021). Interestingly, we observed that the number of ACADS-positive cell nuclei greatly increased after SB treatment. Eu et al. showed that ACADS is both a nuclear protein and a mitochondrial protein that is located in the cytoplasm and nucleus and proposed that its function is to participate in the β-oxidation pathway in the nucleus and regulate butanoyl-CoA accumulation (Yu et al., 2020; Yang et al., 2021). Li also showed that crotonyl-CoA-producing enzymes, such as ACADS, were localized to the nucleus, especially in endoderm cells, suggesting that these enzymes play a role in the nucleus (Fang et al., 2021). This evidence explains the increase in nuclear ACADS expression after SB treatment observed in our study. Another key piece of evidence is that ACADS knockout significantly decreased the H3K9Cr level, suggesting H3K9Cr is regulated by ACADS (Yang et al., 2021).

As mentioned above, the effect of the gut–brain axis is bidirectional. Therefore, the effect of SB treatment on the gut microbiome and metabolic profiling while alleviating brain injury remains to be determined. In this study, we similarly observed that SB treatment changed the gut microbiota composition and obviously altered the fecal metabolic phenotype, including an increase in SCFAs-producing bacteria and substantial enrichment of the citric acid cycle and the pantothenate and CoA biosynthesis metabolism pathway. Metabolism and gene expression regulate each other, and epigenetic modification usually acts as a molecular link between the two fundamental processes (Ren et al., 2021). Histone modifications, such as acetylation and crotonylation, are closely related to transcriptional regulation, and crotonylation is a more potent transcriptional activator than acetylation (Liu et al., 2017; Ratajczak et al., 2019; Wang et al., 2021). Of note, some studies have shown that crotonylation is relatively enriched near the transcription start sites of genes involved in various metabolic processes in pluripotent stem cells (Fang et al., 2021). Our ChIP-seq results for H3K9 crotonylation demonstrated that the enrichment level was significantly decreased and the expression levels of HIE-related neurotrophic factor genes were downregulated, while the enrichment level and binding of genes were restored by SB treatment in the HIBD rat brain (Figures 7G,8E). The role in promoting neuron growth and neuroprotection of brain derived neurotrophic factor (BDNF) has been confirmed in neonatal HIE and animal HIBD models. In agreement, study have confirmed that the decrease of serum BDNF level after HIE may be related to long-term hypoxia in uteros (Chavez-Valdez et al., 2021; Xue et al., 2021). Glial cell-derived neurotrophic factor (GDNF) is one of the most effective neurotrophic factors isolated from glial cells After HIBD. During cerebral ischemia, GDNF can reduce infarct size by preventing neuronal apoptosis (Li et al., 2014). The neurotrophic role of mesencephalic astrocyte derived neurotrophic factor (MANF) and cerebral dopamine neurotrophic factor (CDNF) has been demonstrated in several models of neurological diseases and crosstalk with BDNF and GDNF (Konovalova et al., 2021). Similar observations have shown that SB regulates the H3K9ac level on the gene promoter and enhances the neuro-protective function of microglia during ischemic stroke (Patnala et al., 2017). Previous studies showed that butyrate influences both histone acetylation and crotonylation as an HDAC inhibitor. In this study, the P7-P10 rats were selected for the HIBD model. Thus, we speculate that different chromatin modifications are introduced and removed with very different time windows, in which some chromatin modifications may react more dynamically to changes in time and development status. The future studies are required for confirming whether and how the histone crotonylation and acetylation dynamically regulate in the distinct time windows.

In summary, our study highlights the importance of microorganisms and their metabolites for neonatal brain development. This study revealed that SB induced H3K9cr and alleviated hypoxic–ischemic brain injury through the gut–brain axis. Butyrate from the gut microbiota is a potential source of crotonyl-CoA, a necessary molecule for histone crotonylation. Furthermore, SB supplementation rescued the decrease in the H3K9cr enrichment level observed in HIBD rats and ameliorated pathological brain injury and behavioral function. We demonstrated that butyrate connects neurogenesis and the gut microbiota *via* histone crotonylation. This study provides important evidence for fecal microbiota transplantation and a novel ecological approach for HIE treatment and prevention.

## Data availability statement

The data presented in the study are deposited in the NCBI BioProject and GEO repository, accession numbers PRJNA838931 and GSE205144. The mass spectrometry data for metabolomics is accessible at http://www.ebi.ac.uk/metabolights/, accession numbers MTBLS4932 and MTBLS4933.

## Ethics statement

The animal study was reviewed and approved by Ethics Committee of Central Hospital Affiliated to Shandong First Medical University.

## Author contributions

SW, MB, and HZ conceived and designed this study. XH, YZ, and PP participated in laboratory work. WJ and YL performed the data analysis. SW and XH participated in the writing of the manuscript. SW and TZ participated in advising and revising the manuscript critically. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by the National Natural Science Foundation Projects (82071690 and 81971390), Research Foundation of Capital Institute of Pediatrics (FX-2020-05 and CXYJ-2-21-09), Public service development and reform pilot project of Beijing Medical Research Institute (BMR2021-3). Beijing municipal administration of hospitals incubating program (PX2020027), Beijing Hospitals Authority Clinical Medicine Development of Special Funding (SML202110).

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Sodium butyrate mediates histone crotonylation and alleviated neonatal rats hypoxic–ischemic brain injury through gut–brain axis
**Source:** Front Microbiol. 2022 Oct 20;13:993146. doi: 10.3389/fmicb.2022.993146
**Supplement:** Supplementary file 1

Table S2 Significant differences metabolites

Metabolite name	Sham-1	Sham-2	Sham-3	Sham-4	Sham-5	Sham-6	HBD-1	HBD-2	HBD-3	HBD-4	HBD-5	HBD+SB-1	HBD+SB-2	HBD+SB-3	HBD+SB-4	HBD+SB-5	HBD+SB-6		
Kyrenic acid	8.310711378	8.005938304	8.689813205	8.174922245	7.202467875	8.415599851	0.001710403	0.000705429	0.048244098	9.17311E-05	0.000225391	0.000247205	8.823093	9.9387199	6.7480112	1.756885	6.4468866	6.8397957	
Soylio-inositol	0.001437058	0.017126429	0.014901917	0.012491654	0.00828816	0.00784137	0.005830193	0.00600917	0.08017249	0.012082295	0.017680391	0.018821858	1.81205	0.1601748	0.1336537	0.13003	0.1307127	0.121764	
Carotic acid	0.00234006	0.02386119	0.022911011	0.025035922	0.010033392	0.008719941	0.000317933	0.000383143	0.000413474	0.000348069	0.000345129	0.000310075	0.00428	0.0043284	0.0004552	0.004785	0.0040251	0.0037266	
Dfructose -1-phosphate	0.003411891	0.002323247	0.002135762	0.002067323	0.001017534	0.000718998	6.10047E-05	0.28748E-05	5.46039E-05	5.46039E-05	5.19098E-05	4.56507E-05	4.242E-05	5.806E-05	4.292E-05	0.07E-05	2.884E-05	3.985E-05	
3,6-anhydro- α -galactose	0.127451923	0.06187572	0.075082104	0.069527961	0.029783343	0.01757477	0.001525409	0.001172926	0.00117329	0.00119159	0.005449	0.0038381	0.002927	0.005449	0.0038381	0.002927	0.003396	0.0031743	0.002895
Glycol trioxane	0.191005546	0.30314698	0.344484651	0.362466654	0.385211967	0.76742091	0.027243345	0.003977233	0.071701281	0.160834569	0.259136652	0.26952234	0.06773	0.0712321	0.85731	0.9069	0.8562519	0.9218421	
(R)-3-hydroxybutyric acid	0.002913297	0.002921997	0.003485724	0.003171681	0.002609897	0.002194741	0.001363475	0.000171735	0.000309076	0.000302339	0.000448204	0.000479584	0.002392	0.0021446	0.0023942	0.002324	0.0020954	0.0021962	
Pinitol	0.005834452	0.008556103	0.025408394	0.023608649	0.02381599	0.009265616	0.005220394	0.008989465	0.008984074	0.008984074	0.008984074	0.008984074	0.008984074	0.008984074	0.008984074	0.008984074	0.008984074	0.008984074	
Eucatechin	0.000533452	0.000470308	0.000635741	0.0005489	0.0002832	0.000594257	0.00104511	0.001345754	0.001663168	0.001640248	0.002114085	0.002032492	0.000998	0.0008751	0.0040761	0.005328	0.0004335	0.0036682	
Gamma-aminobutyric acid	0.011888813	0.01883077	0.019182588	0.01721744	0.002016254	0.00514034	0.003747716	0.014250517	0.004468826	0.004468826	0.004468826	0.004468826	0.004468826	0.004468826	0.004468826	0.004468826	0.004468826	0.004468826	
Pentitol	0.000022005	0.000306136	0.000432306	7.01175E-05	2.55698E-05	5.81456E-06	4.50189E-05	0.000198097	0.000140633	0.15995E-05	0.000141259	0.000481445	0.00187	0.0010073	0.0007256	0.00048	0.0007123	0.0003855	
1-centanol	0.003882213	0.003730405	0.003873005	0.004156555	0.003035556	0.008764927	0.001155452	0.001148163	0.001628832	0.001012237	0.001289917	0.001324567	0.014377	0.0129626	0.0034778	0.013271	0.0028433	0.0106706	
Leritol	0.001086785	0.001149414	0.001155822	0.001283277	0.001081895	0.001551302	0.001739587	0.001319491	0.001434498	0.001691862	0.001739827	0.002030707	0.006254	0.0070549	0.0064578	0.0064578	0.0058184	0.0040803	
4-Hydroxymandelic acid	0.010923718	0.009705739	0.009479098	0.009507847	0.006523453	0.00356388	0.00071444	0.000768211	0.000833883	0.000930499	0.000770424	0.000810621	0.000926	0.0008766	0.0007342	0.000827	0.0001698	0.0007804	
Cadaverine	0.00409496	0.00505069	0.007826161	0.068670474	0.113579439	0.27638484	0.017206738	0.022190523	0.00248116	0.00248116	0.00248116	0.00248116	0.00248116	0.00248116	0.00248116	0.00248116	0.00248116	0.00248116	
Succinic acid	0.100320282	1.100802304	1.279058281	1.159273275	1.127619433	1.190319087	0.077474891	0.101714681	0.12195119	0.132588235	0.124226839	0.130225608	0.685174	0.539808	0.358569	0.406542	0.4298475	0.3647931	
5-methyluridine	0.030505792	0.005872963	0.006049492	0.00648592	0.005705451	0.006018169	0.006924237	0.007754904	0.007754904	0.007754904	0.007754904	0.007754904	0.007754904	0.007754904	0.007754904	0.007754904	0.007754904	0.007754904	
Tramine	0.014762275	0.02773206	0.030044789	0.026581225	0.033236556	0.069340328	0.00571128	0.003928267	0.008897374	0.006222702	0.006445272	0.005083577	0.082122	0.095322	0.0802421	0.084787	0.0653887	0.0885609	
L-aspartic acid	0.287620409	0.25846915	0.316592399	0.270324489	0.14620381	0.027557833	0.064219662	0.07666087	0.103970111	0.054467728	0.0629118	0.0434948	0.037201	0.0252435	0.0248205	0.022393	0.0189698	0.0191861	
Putrescine	0.004734347	0.003685915	0.036531039	0.034483059	0.01253319	0.012457446	0.001555073	0.001847647	0.001219885	0.002714567	0.002714567	0.002714567	0.002714567	0.002714567	0.002714567	0.002714567	0.002714567	0.002714567	
L-tyrosine	0.02975487	0.03561035	0.04318503	0.038186564	0.030641928	0.01987555	0.007402671	0.009352491	0.012256107	0.005792481	0.006789927	0.005720227	0.003565	0.0041511	0.0054538	0.00412	0.0031435	0.0031454	
Erythritol	0.001691423	0.001591011	0.001714508	0.001512128	0.001258284	0.001453573	0.001610128	0.001958353	0.002211112	0.001864158	0.001933001	0.001892805	0.000376	0.0073194	0.0005741	0.009976	0.0060525	0.0049758	
3-hydroxypropionic acid	0.003505792	0.005872963	0.006049492	0.00648592	0.005705451	0.006018169	0.006924237	0.007754904	0.007754904	0.007754904	0.007754904	0.007754904	0.007754904	0.007754904	0.007754904	0.007754904	0.007754904	0.007754904	
Melittos	0.00730195	0.008481656	0.012255954	0.010955759	0.013620169	0.01479097	0.015713128	0.02668194	0.023094263	0.029423201	0.033280804	0.04088057	0.074851	0.0705488	0.0061668	0.065661	0.061933	0.0697318	
1-methyladenosine	0.001594943	0.000982725	0.001336991	0.000923974	0.000815713	0.000374876	0.000102878	0.0077156	0.004648E-05	0.0012076	9.16241E-05	7.881E-05	0.00148	9.290E-05	0.0016979	6.72E-05	0.0016776	6.478E-05	
Sorbitol	0.007561776	0.012402762	0.007697187	0.010591316	0.007159289	0.007734394	0.006247738	0.008383433	0.007755664	0.007904184	0.009955024	0.008318654	0.031596	0.0251586	0.0338425	0.030856	0.0249426	0.0248887	
1,5-anhydroxylitol	0.00155535	0.000130301	0.000169002	0.00021619	0.000158038	0.000168335	0.001014352	0.001073535	0.001073535	0.001073535	0.001073535	0.001073535	0.001073535	0.001073535	0.001073535	0.001073535	0.001073535	0.001073535	
Shinapic acid	0.028498827	0.03662099	0.042401632	0.041025543	0.033992585	0.08087599	0.02626510	0.02893367	0.040739359	0.032542617	0.034996465	0.035045334	0.122252	0.1115213	0.1027952	0.102117	0.0887584	0.0977442	
L-phenylalanine	0.01134585	0.17329493	0.208112865	0.198406663	0.157014657	0.02262284	0.03439965	0.06042753	0.0069108	0.060326952	0.071131582	0.069114483	0.040963	0.0322448	0.0359789	0.033052	0.028933	0.024401	
Adenine	0.009737313	0.012696835	0.012172604	0.012420394	0.015520065	0.01818181	0.057091035	0.079821524	0.009827004	0.009489778	0.009200981	0.009470024	0.031386	0.025689	0.0216881	0.029668	0.0341216	0.0412423	
N-acetylputrescine	0.040571868	0.054772124	0.05924057	0.062953052	0.067028247	0.101361267	0.024898028	0.03552089	0.04976673	0.011296909	0.146072216	0.155031452	0.24111	0.2470444	0.2101425	0.208136	0.2159828	0.2068118	
Valeric acid	0.041203138	0.003731508	0.04118188	0.041949519	0.033111644	0.024134175	0.005116755	0.00658451	0.007410892	0.005311181	0.00539338	0.005049268	0.011516	0.010173	0.0108096	0.011217	0.0093835	0.0071703	
Ethylmorphine	0.30055132	0.24227998	0.222003226	0.276044117	0.165748978	0.10355464	0.020713264	0.025174171	0.02835853	0.028256032	0.050882015	0.033474479	0.04798	0.0613983	0.0584355	0.054	0.0565572	0.0600747	
4-hydroxybenzeneacetic acid	0.001381116	0.001515865	0.016121279	0.001417252	0.001428817	0.001484121	0.000287555	0.00360566	0.0039397519	0.003691978	0.003043317	0.002909012	0.001332	0.0010837	0.0009588	0.000901	0.0009235	0.0007993	
Dmannose	2.417966975	2.17738605	4.122447014	2.40934592	3.02941997	1.833344699	0.37759706	0.51971465	0.47454911	0.23219979	0.366031912	0.20714013	2.243209	3.768963	0.0009485	0.22302	2.665995	1.008996	
Beta-mannosylglucoside	0.00359811	0.003314249	0.002494014	0.002403261	0.001790229	0.001424842	0.001789369	0.002459923	0.002442369	0.002962245	0.002211638	0.002384338	0.001002	0.007458	0.0004928	0.007079	0.0093095	0.0007462	
2-hydroxypentanoic acid	0.015757869	0.014157034	0.0162261	0.015224853	0.010204059	0.008464312	0.008370272	0.007372167	0.005796878	0.003432451	0.004340867	0.004103803	0.015107	0.0137695	0.010395	0.01337	0.0108175	0.011439	
Chlorogenic acid	0.00203436	0.002212777	0.0026211	0.002330818	0.0029478	0.00400848	0.000860911	0.001202531	0.001070921	0.001404991	0.001982136	0.001975236	0.005357	0.0043175	0.0042029	0.004219	0.0038738	0.0024358	
Mu-inositol	0.04270324	0.03091712	0.03044077	0.029621644	0.01831577	0.00853325	0.003040126	0.003881614	0.003292077	0.003367875	0.003949839	0.005115472	0.0012505	0.007561	0.0009758	0.006462	0.0058488	0.0071301	
3-deoxyethylol	0.003978066	0.006015022	0.005871482	0.005789405	0.00542272	0.009844121	0.005444907	0.005991494	0.005314882	0.008442948	0.01096766	0.01195721	0.02577	0.0213163	0.0182157	0.019018	0.0183057	0.0169844	
2-hydroxy-3-methylpentanoic acid	0.00117975	0.001286022	0.001404245	0.001171387	0.002172211	0.005130773	0.006397065	0.006397065	0.006397065	0.006397065	0.006397065	0.006397065	0.006397065	0.006397065	0.006397065	0.006397065	0.006397065	0.006397065	
2-deoxybutyric acid	7.14842E-05	9.28279E-05	0.00012431	0.00012431	0.00012431	0.00012431	0.00012431	0.00012431	0.00012431	0.00012431	0.00012431	0.00012431	0.00012431	0.00012431	0.00012431	0.00012431	0.00012431	0.00012431	
L-lactic acid	0.257469599	0.32626235	0.324633091	0.303265261	0.3454595

# Supplementary material for: Sodium butyrate mediates histone crotonylation and alleviated neonatal rats hypoxic–ischemic brain injury through gut–brain axis
**Source:** Front Microbiol. 2022 Oct 20;13:993146. doi: 10.3389/fmicb.2022.993146
**Supplement:** Supplementary file 1

Table S3 Community structure of the top 15 species in order of abundance at the family level

**Taxonomy**	**Sham1**	**Sham2**	**Sham3**	**HIBD1**	**HIBD2**	**HIBD3**	**HIBD+SB1**	**HIBD+SB2**	**HIBD+SB3**
Prevotellaceae	0.311777949	0.471651164	0.425380651	0.018366017	0.003228864	0.058445406	0.499052077	0.418093489	0.385952959
Muribaculaceae	0.136589845	0.030422418	0.101961017	0.079062741	0.117838735	0.16867113	0.095236685	0.103886486	0.054564844
Lachnospiraceae	0.121956277	0.221103146	0.171633391	0.041205048	0.009716215	0.069524261	0.166419812	0.123615143	0.214823153
Bacteroidaceae	0.176106404	0.029622608	0.013596777	0.072397654	0.048758813	0.145032289	0.053824279	0.065110492	0.012145269
Lactobacillaceae	0.03077789	0.059778423	0.019787902	0.138811541	0.144499082	0.203033355	0.027667516	0.068220866	0.070738788
Enterobacteriaceae	0.017980923	0.002221696	0.001333017	0.425499141	0.440310445	0.056845785	0.001984715	0.001569998	0.001273772
Ruminococcaceae	0.082054624	0.114817229	0.1783281	0.046714853	0.056964275	0.124474199	0.056490313	0.086764619	0.098969133
Tannerellaceae	0.019047337	0.00284377	0.005776409	0.088304994	0.064992002	0.047159192	0.010634516	0.048225606	0.005657918
Rikenellaceae	0.029859589	0.012204514	0.010664139	0.019580544	0.028437704	0.053024468	0.024260916	0.02192073	0.0136264
Marinifilaceae	0.019225073	0.008916405	0.006220748	0.008709047	0.014752059	0.007879614	0.009064518	0.010427158	0.003850939
Clostridiales_vadinBB60_group	0.002192073	0.017003377	0.009805083	0.000177736	0.000148113	0.000770188	0.02055809	0.005391315	0.023253747
Erysipelotrichaceae	0.004295278	0.002547544	0.001984715	0.010930742	0.023224125	0.005835654	0.000947923	0.000710943	0.001273772
Pasteurellaceae	0.005628296	0.000829433	0.000473962	0.00613188	0.000740565	0.002429054	0.001806979	0.00192547	0.00284377
Desulfovibrionaceae	0.000947923	0.004532259	0.018958469	0.003702826	0.000859056	0.011138101	0.003762071	0.003613958	0.02328337
Deferribacteraceae	2.96E-05	0	0.003910184	0	0	0	0.004828485	0	0.058563896

# Supplementary material for: Sodium butyrate mediates histone crotonylation and alleviated neonatal rats hypoxic–ischemic brain injury through gut–brain axis
**Source:** Front Microbiol. 2022 Oct 20;13:993146. doi: 10.3389/fmicb.2022.993146
**Supplement:** Supplementary file 1

| Table S1 KEGG pathway in Sham and HIBD groups |                                          |             |             |               |               |             |             |             |             |             |             |             |             |             |             |             |             |
|-----------------------------------------------|------------------------------------------|-------------|-------------|---------------|---------------|-------------|-------------|-------------|-------------|-------------|-------------|-------------|-------------|-------------|-------------|-------------|-------------|
| Metabolite name                               | KEGG                                     | P-value     | FC          | average(HIBD) | average(Sham) | Sham-1      | Sham-2      | Sham-3      | Sham-4      | Sham-5      | Sham-6      | HIBD-1      | HIBD-2      | HIBD-3      | HIBD-4      | HIBD-5      | HIBD-6      |
| L-glutamic acid                               | Butanoate metabolism                     | 0.00031123  | 0.474691408 | 0.135099458   | 0.284604811   | 0.350437713 | 0.313747134 | 0.340402903 | 0.29885586  | 0.217235755 | 0.1869495   | 0.126709949 | 0.127137029 | 0.154781402 | 0.127321864 | 0.140699567 | 0.13394694  |
| (r)-3-hydroxybutyric acid                     | Butanoate metabolism                     | 7.60382E-08 | 0.107864214 | 0.000312402   | 0.002896255   | 0.002913297 | 0.002921097 | 0.003485724 | 0.003171681 | 0.002690987 | 0.002194741 | 0.000163475 | 0.000171735 | 0.000309076 | 0.000302339 | 0.000448204 | 0.000479584 |
| Succinic acid                                 | Butanoate metabolism                     | 1.17842E-10 | 0.097566025 | 0.111475228   | 1.142561957   | 1.001302382 | 1.100802304 | 1.276055261 | 1.159273275 | 1.127619433 | 1.190319087 | 0.077474891 | 0.10171461  | 0.12195119  | 0.113258235 | 0.124226839 | 0.130225606 |
| Pyruvic acid                                  | HIF-1 signaling pathway                  | 5.19891E-06 | 5.015734525 | 0.013067773   | 0.002605356   | 0.002262813 | 0.002364492 | 0.002157043 | 0.002214471 | 0.003059073 | 0.003574242 | 0.0146138   | 0.013360862 | 0.017716927 | 0.012112259 | 0.010882448 | 0.009720341 |
| L-lactic acid                                 | HIF-1 signaling pathway                  | 2.04092E-08 | 4.785815872 | 2.018476282   | 0.421762211   | 0.257465999 | 0.326026325 | 0.324633091 | 0.333052621 | 0.544559583 | 0.744835646 | 1.737679864 | 2.004081717 | 1.968758295 | 2.053580943 | 2.185856633 | 2.16090024  |
| Myristic acid                                 | Fatty acid biosynthesis                  | 0.000208839 | 0.493133152 | 0.024500932   | 0.049684212   | 0.0625756   | 0.055060609 | 0.053770936 | 0.051272391 | 0.038837608 | 0.036588127 | 0.021553863 | 0.021708082 | 0.020952869 | 0.023350509 | 0.031307453 | 0.028132816 |
| Pantothenic acid                              | Pantothenate and CoA biosynthesis        | 0.000854407 | 0.380050924 | 0.010802357   | 0.028423446   | 0.03423308  | 0.034378109 | 0.034545414 | 0.029290586 | 0.018194249 | 0.019899241 | 0.003293936 | 0.013431524 | 0.004938576 | 0.014718098 | 0.015319013 | 0.013112997 |
| L-aspartic acid                               | Pantothenate and CoA biosynthesis        | 0.002706972 | 0.305786668 | 0.068893693   | 0.225299859   | 0.287624009 | 0.258496613 | 0.316592399 | 0.270324489 | 0.14620381  | 0.072557833 | 0.064219662 | 0.078666078 | 0.103970711 | 0.054467728 | 0.06269118  | 0.0493468   |
| Aspartate                                     | Pantothenate and CoA biosynthesis        | 0.00408323  | 0.242006631 | 0.00020728    | 0.000856506   | 0.00135553  | 0.001051163 | 0.001083443 | 0.000957061 | 0.000483223 | 0.000208619 | 0.00019916  | 0.000247928 | 0.000289997 | 0.000145768 | 0.000194136 | 0.000166692 |
| L-glutamine                                   | Purine metabolism                        | 3.19423E-05 | 0.240982913 | 0.007885807   | 0.032723511   | 0.029757487 | 0.035561035 | 0.044318503 | 0.036186564 | 0.030641926 | 0.01987555  | 0.007402671 | 0.009353429 | 0.012256107 | 0.005792481 | 0.006789927 | 0.005720227 |
| Hypoxanthine                                  | Purine metabolism                        | 0.002717141 | 0.511443665 | 0.093145834   | 0.18212335    | 0.236706727 | 0.214193553 | 0.219711442 | 0.191633227 | 0.12543881  | 0.105056343 | 0.076908252 | 0.085769835 | 0.098281688 | 0.094841459 | 0.106429204 | 0.096644564 |
| Guanine                                       | Purine metabolism                        | 0.000751263 | 0.253385335 | 0.014902585   | 0.05881392    | 0.067605653 | 0.060438692 | 0.088898477 | 0.069179187 | 0.041236856 | 0.025524653 | 0.010357562 | 0.015230761 | 0.017164797 | 0.015501178 | 0.01589964  | 0.015261571 |
| Uric acid                                     | Purine metabolism                        | 1.41992E-06 | 1.972033972 | 0.01131799    | 0.005739247   | 0.006196106 | 0.005634069 | 0.005647853 | 0.006091924 | 0.005226452 | 0.005639077 | 0.00987029  | 0.01007366  | 0.013117543 | 0.010722081 | 0.011798578 | 0.01232579  |
| Guanosine                                     | Purine metabolism                        | 1.01722E-05 | 2.075719863 | 0.006696021   | 0.003225879   | 0.002842422 | 0.00330155  | 0.003877495 | 0.002932718 | 0.002964749 | 0.00343634  | 0.005822308 | 0.006589026 | 0.008551769 | 0.006533174 | 0.006644052 | 0.006035795 |
| Adenine                                       | Purine metabolism                        | 1.02816E-06 | 5.901809799 | 0.080984896   | 0.013722044   | 0.009737313 | 0.012696835 | 0.012172604 | 0.014023054 | 0.01552065  | 0.01818181  | 0.057091035 | 0.079821524 | 0.090827004 | 0.069489978 | 0.09020981  | 0.098470024 |
| L-glutamic acid                               | Neuroactive ligand-receptor interaction  | 0.00031123  | 0.474691408 | 0.135099458   | 0.284604811   | 0.350437713 | 0.313747134 | 0.340402903 | 0.29885586  | 0.217235755 | 0.1869495   | 0.126709949 | 0.127137029 | 0.154781402 | 0.127321864 | 0.140699567 | 0.13394694  |
| L-aspartic acid                               | Neuroactive ligand-receptor interaction  | 0.002706972 | 0.305786668 | 0.068893693   | 0.225299859   | 0.287624009 | 0.258496613 | 0.316592399 | 0.270324489 | 0.14620381  | 0.072557833 | 0.064219662 | 0.078666078 | 0.103970711 | 0.054467728 | 0.06269118  | 0.0493468   |
| Serotonin                                     | Neuroactive ligand-receptor interaction  | 7.99482E-05 | 0.267325399 | 0.013501413   | 0.050505539   | 0.0584873   | 0.05874797  | 0.063604442 | 0.055678654 | 0.038248628 | 0.028266238 | 0.010271217 | 0.011038297 | 0.014943169 | 0.012548703 | 0.015871864 | 0.01633523  |
| Adrenaline                                    | Neuroactive ligand-receptor interaction  | 7.50594E-06 | 0.398503009 | 0.001035914   | 0.002599514   | 0.002826927 | 0.00270228  | 0.003048955 | 0.002737944 | 0.002335921 | 0.00194506  | 0.000764487 | 0.000797074 | 0.001291068 | 0.001266046 | 0.001001644 | 0.001095165 |
| D-ribose                                      | Pentose phosphate pathway                | 0.000485698 | 0.340262482 | 0.000532341   | 0.0015645     | 0.001531365 | 0.001716921 | 0.002356438 | 0.001216226 | 0.001382397 | 0.001183653 | 0.000572056 | 0.000794673 | 0.000736339 | 0.000428843 | 0.000542282 | 0.000119851 |
| D-ribulose 5-phosphate                        | Pentose phosphate pathway                | 0.005385737 | 0.510043686 | 0.004971106   | 0.009746431   | 0.01397216  | 0.010174414 | 0.009882014 | 0.011702544 | 0.007738795 | 0.00500866  | 0.003720754 | 0.004363173 | 0.004580067 | 0.004425454 | 0.006509286 | 0.006227901 |
| Gluconic acid                                 | Pentose phosphate pathway                | 8.19521E-08 | 5.411775518 | 0.932701447   | 0.172346662   | 0.147830067 | 0.14267184  | 0.152253257 | 0.143489602 | 0.190045396 | 0.257789812 | 0.683427204 | 1.045307402 | 0.947981526 | 0.959568522 | 1.007581752 | 0.952342278 |
| L-tryptophan                                  | Glycine, serine and threonine metabolism | 0.000217628 | 0.420535043 | 0.161463703   | 0.383948273   | 0.353603338 | 0.376180979 | 0.521288928 | 0.419746924 | 0.358835162 | 0.274034307 | 0.078721115 | 0.135135245 | 0.182964999 | 0.15095581  | 0.205631043 | 0.215374007 |
| Serine                                        | Glycine, serine and threonine metabolism | 6.44568E-05 | 0.506996619 | 0.230683408   | 0.454999893   | 0.466370804 | 0.477294418 | 0.535317305 | 0.492274902 | 0.414895996 | 0.343845933 | 0.16018014  | 0.180885276 | 0.269321596 | 0.225730411 | 0.273834745 | 0.274148277 |
| L-threonine                                   | Glycine, serine and threonine metabolism | 4.50221E-05 | 0.503797397 | 0.104960571   | 0.208338852   | 0.202691014 | 0.213488624 | 0.248011212 | 0.22666676  | 0.195758173 | 0.163417329 | 0.073255964 | 0.082016457 | 0.128498029 | 0.10128373  | 0.122225794 | 0.122483453 |
| Homoserine                                    | Glycine, serine and threonine metabolism | 7.1762E-08  | 0.428683109 | 0.002860006   | 0.006671609   | 0.006181426 | 0.006562473 | 0.007309229 | 0.006884119 | 0.006315547 | 0.006776861 | 0.002123172 | 0.002321573 | 0.003228348 | 0.002835673 | 0.003382037 | 0.003269233 |
| L-cystathionine                               | Glycine, serine and threonine metabolism | 6.44568E-05 | 0.506996619 | 0.230683408   | 0.454999893   | 0.466370804 | 0.477294418 | 0.535317305 | 0.492274902 | 0.414895996 | 0.343845933 | 0.16018014  | 0.180885276 | 0.269321596 | 0.225730411 | 0.273834745 | 0.274148277 |

# Supplementary material for: Sodium butyrate mediates histone crotonylation and alleviated neonatal rats hypoxic–ischemic brain injury through gut–brain axis
**Source:** Front Microbiol. 2022 Oct 20;13:993146. doi: 10.3389/fmicb.2022.993146
**Supplement:** Supplementary file 1

Table S5 Differentially expressed genes in HIBD+SB and HIBD group	Gene	Pvalue	regulation	HIBD+SB	HIBD
	Sctla3	3.96949E-36	down	0.0037	151.11305
	Sctla3	3.47935E-36	down	0.2275	176.0099
	Sctla3	1.9446E-23	down	0.0073	26.7623
	Tnfrsf	1.75481E-23	down	0.0	56.78704
	Sctla2	6.3824E-17	down	0.0	91.9184
	Sctla2	6.2826E-17	down	0.0035	112.2474
	Sctla2	2.7263E-16	down	0.0035	176.7652
	Ccrp2	2.90019E-15	down	0.0038	12.49787
	Dlga3	1.2741E-13	down	0.0038	0.0
	Ltcam1	1.34131E-13	down	0.0038	22.9222
	AABR070044	8.6107E-12	down	1.25571	157.3393
	Ihh3g	1.34132E-13	down	0.0035	63.8071
	Unr8	1.26152E-11	down	0.0025	42.5342
	Sctla9	1.6712E-11	down	0.0025	15.9111
	Sctla9	2.0412E-11	down	0.0038	8.6922
	Sctla9	1.8162E-10	down	0.0038	26.8967
	Sctla9	1.2413E-10	down	0.0038	7.86587
	Sctla9	3.7445E-10	down	0.0038	23.2659
	Sctla9	1.4574E-10	down	0.0038	16.0774
	Hist3	1.18517E-09	down	0.0152	9.90734
	Hist3	1.24172E-09	down	0.0	0.21873
	Flnb3	7.2143E-09	down	0.0	7.70536
	Flnb3	7.3683E-09	down	0.0038	0.35748
	Flnb3	8.2273E-09	down	0.0038	0.43959
	Hnmp1	1.32596E-08	down	0.0038	11.69359
	Ttk1	1.60124E-08	down	0.0038	0.04725
	Cyz11	1.82175E-08	down	0.0	16.25479
	Ipo3	2.4550E-08	down	0.0141	20.35504
	Ar3	2.5665E-08	down	1.2388	30.7396
	Ofaz2	4.4216E-08	down	0.0038	0.05071
	Sbna2	6.7294E-08	down	0.0	11.05517
	Hpa2	7.6863E-08	down	17.8878	240.057
	Sbna2	7.7943E-08	down	0.0038	3.31753
	Cnc3	8.7940E-08	down	0.0038	4.67054
	Hb1	1.0193E-07	down	0.0038	19.0274
	Sctla7	1.0936E-07	down	2.0203	37.70926
	Sctla7	1.9963E-07	down	1.9538	12.063
	Gm5b	2.0932E-07	down	0.0038	22.8179
	Sirp	2.1927E-07	down	0.4916	27.18816
	Tugp	2.2123E-07	down	0.0	0.22473
	Tmrm229a	3.3264E-07	down	0.0038	1.95086
	Tmrm229a	3.60081E-07	down	0.1273	13.28578
	Rh12	4.4878E-07	down	0.0038	0.67468
	Rh12	4.9366E-07	down	0.0	0.95096
	LOC100912481	5.2534E-07	down	0.0038	0.85532
	Zmyr1	5.7347E-07	down	0.0038	0.52749
	Bclaf1	6.1826E-07	down	0.0038	0.5051
	AABR0700291	8.6123E-07	down	0.0038	0.41703
	Foxi4	1.0854E-07	down	0.0038	0.54223
	Sirp	1.2413E-07	down	0.0038	1.6052
	Sirp	1.3457E-07	down	0.0038	0.51606
	AABR0700764	1.3457E-07	down	0.0038	0.3709
	Pnnp1	1.3457E-07	down	0.0038	0.08608
	Sfnp1	1.6056E-06	down	0.0	0.87841
	Sfnp1	1.6056E-06	down	0.0038	0.75874
	Sfnp1	1.6056E-06	down	0.0038	0.51488
	Rbf1	2.1225E-06	down	0.0038	14.85861
	Relb13a	2.30961E-06	down	0.0038	0.7932
	Relb1	2.30961E-06	down	0.01646	0.18227
	Ube2a	2.4166E-06	down	0.0038	12.1193
	Kmfb5	2.4893E-06	down	0.0038	0.28551
	Hnmp1	3.3171E-06	down	0.0038	0.36947
	Adgrn1	3.3171E-06	down	0.0038	0.2309
	DnaK3	3.4065E-06	down	0.0038	0.24173
	Ube2d	3.4212E-06	down	0.0038	0.16673
	Asb12	3.6905E-06	down	0.0038	0.31693
	Ptfnas	4.3613E-06	down	0.0038	0.79201
	Cldm5	5.1087E-06	down	0.0038	0.81865
	Pdgfr1	5.4376E-06	down	0.0038	0.45176
	Atk3b	5.6419E-06	down	0.0038	0.21572
	Pcp13	5.7993E-06	down	0.0038	0.2109
	Pcp15	5.8219E-06	down	0.0038	0.22174
	AABR0703547	5.9322E-06	down	0.0038	0.86232
	Gtfce3	6.2349E-06	down	0.0038	0.00432
	LOC108349244	6.6679E-06	down	0.0038	0.80862
	Asph2	6.7816E-06	down	0.0038	0.31371
	Asph2	6.7816E-06	down	0.0038	0.94151
	Trsf3	7.1339E-06	down	0.0038	13.26175
	Kmfb5	7.2558E-06	down	0.0038	0.41472
	Kmfb5	7.2558E-06	down	0.0038	1.84454
	LOC1025264C	7.5116E-06	down	0.0038	0.35917
	Cmfp4	7.5694E-06	down	0.0038	0.12376
	LOC1036910	7.8969E-06	down	0.0038	0.13358
	Cmfp4	7.8969E-06	down	0.0038	0.14325
	Svfb1	8.4002E-06	down	0.0038	0.20431
	Vma21	8.4002E-06	down	0.0038	0.47608
	AABR0706289	8.4002E-06	down	0.0038	0.10227
	Srn	8.7861E-06	down	0.0	0.14697
	LOC1036938C	8.7861E-06	down	0.0038	0.91848
	Vegfb	8.7861E-06	down	0.12576	12.51601
	Sgfp11	8.9473E-06	down	0.0038	0.26287
	Snc31a	9.1164E-06	down	0.0038	0.17207
	Rest	9.9204E-06	down	0.0038	0.81279
	Tafb	0.000100813	down	0.0038	0.11626
	Adora1	0.000100813	down	0.0038	0.21598
	LOC100912537	0.000100813	down	0.0038	0.27773
	LOC100912537	0.000100813	down	0.0038	0.16809
	Dtd2p	0.00011995	down	0.0038	0.15642
	Usp34	0.000123207	down	1.31596	15.0683
	RT1-DMa	0.000132129	down	0.0038	0.94479
	Hpk4	0.000132207	down	0.0038	0.77731
	Pdfr5	0.000134365	down	0.0038	0.13415
	Pdnb	0.000134412	down	0.0038	0.617176
	Ptfnb1	0.00013445	down	0.0	0.5006
	Caap1	0.000141345	down	0.0038	0.47078
	Ddx5	0.000146868	down	0.84512	0.71585
	Dpyd	0.000152349	down	0.0038	0.17485
	Usp1	0.000155281	down	0.0038	0.58341
	Hic3	0.000159339	down	0.0038	0.19828
	Dtx2	0.000162501	down	0.0038	0.45501
	Tafb1	0.000162501	down	0.0038	0.38509
	Vps37c	0.000175543	down	0.0038	0.12376
	Zfp180	0.000175543	down	0.0038	0.75195
	Kmfp2	0.000175543	down	0.0038	0.47608
	Cmfp4	0.000175543	down	0.0038	0.14325
	Sctla9	0.000175543	down	0.0038	0.20431
	Svfb1	0.000175543	down	0.0038	0.47608
	Vma21	0.000175543	down	0.0038	0.10227
	AABR0706289	0.000175543	down	0.0038	0.14697
	Srn	0.000175543	down	0.0	0.14697
	LOC1036938C	0.000175543	down	0.0038	0.91848
	Vegfb	0.000175543	down	0.12576	12.51601
	Sgfp11	0.000175543	down	0.0038	0.26287
	Snc31a	0.000175543	down	0.0038	0.17207
	Rest	0.000175543	down	0.0038	0.81279
	Tafb	0.000175543	down	0.0038	0.11626
	Adora1	0.000175543	down	0.0038	0.21598
	LOC100912537	0.000175543	down	0.0038	0.27773
	LOC100912537	0.000175543	down	0.0038	0.16809
	Dtd2p	0.000175543	down	0.0038	0.15642
	Usp34	0.000175543	down	1.31596	15.0683
	RT1-DMa	0.000175543	down	0.0038	0.94479
	Hpk4	0.000175543	down	0.0038	0.77731
	Pdfr5	0.000175543	down	0.0038	0.13415
	Pdnb	0.000175543	down	0.0038	0.617176
	Ptfnb1	0.000175543	down	0.0	0.5006
	Caap1	0.000175543	down	0.0038	0.47078
	Ddx5	0.000175543	down	0.84512	0.71585
	Dpyd	0.000175543	down	0.0038	0.17485
	Usp1	0.000175543	down	0.0038	0.58341
	Hic3	0.000175543	down	0.0038	0.19828
	Dtx2	0.000175543	down	0.0038	0.45501
	Tafb1	0.000175543	down	0.0038	0.38509
	Vps37c	0.000175543	down	0.0038	0.12376
	Zfp180	0.000175543	down	0.0038	0.75195
	Kmfp2	0.000175543	down	0.0038	0.47608
	Cmfp4	0.000175543	down	0.0038	0.14325
	Sctla9	0.000175543	down	0.0038	0.20431
	Svfb1	0.000175543	down	0.0038	0.47608
	Vma21	0.000175543	down	0.0038	0.10227
	AABR0706289	0.000175543	down	0.0038	0.14697
	Srn	0.000175543	down	0.0	0.14697
	LOC1036938C	0.000175543	down	0.0038	0.91848
	Vegfb	0.000175543	down	0.12576	12.51601
	Sgfp11	0.000175543	down	0.0038	0.26287
	Snc31a	0.000175543	down	0.0038	0.17207
	Rest	0.000175543	down	0.0038	0.81279
	Tafb	0.000175543	down	0.0038	0.11626
	Adora1	0.000175543	down	0.0038	0.21598
	LOC100912537	0.000175543	down	0.0038	0.27773
	LOC100912537	0.000175543	down	0.0038	0.16809
	Dtd2p	0.000175543	down	0.0038	0.15642
	Usp34	0.000175543	down	1.31596	15.0683
	RT1-DMa	0.000175543	down	0.0038	0.94479
	Hpk4	0.000175543	down	0.0038	0.77731
	Pdfr5	0.000175543	down	0.0038	0.13415
	Pdnb	0.000175543	down	0.0038	0.617176
	Ptfnb1	0.000175543	down	0.0	0.5006
	Caap1	0.000175543	down	0.0038	0.47078
	Ddx5	0.000175543	down	0.84512	0.71585
	Dpyd	0.000175543	down	0.0038	0.17485
	Usp1	0.000175543	down	0.0038	0.58341
	Hic3	0.000175543	down	0.0038	0.19828
	Dtx2	0.000175543	down	0.0038	0.45501
	Tafb1	0.000175543	down	0.0038	0.38509
	Vps37c	0.000175543	down	0.0038	0.12376
	Zfp180	0.000175543	down	0.0038	0.75195
	Kmfp2	0.000175543	down	0.0038	0.47608
	Cmfp4	0.000175543	down	0.0038	0.14325
	Sctla9	0.000175543	down	0.0038	0.20431
	Svfb1	0.000175543	down	0.0038	0.47608
	Vma21	0.000175543	down	0.0038	0.10227
	AABR0706289	0.000175543	down	0.0038	0.14697
	Srn	0.000175543	down	0.0	0.14697
	LOC1036938C	0.000175543	down	0.0038	0.91848
	Vegfb	0.000175543	down	0.12576	12.51601
	Sgfp11	0.000175543	down	0.0038	0.26287
	Snc31a	0.000175543	down	0.0038	0.17207
	Rest	0.000175543	down	0.0038	0.81279
	Tafb	0.000175543	down	0.0038	0.11626
	Adora1	0.000175543	down	0.0038	0.21598
	LOC100912537	0.000175543	down	0.0038	0.27773
	LOC100912537	0.000175543	down	0.0038	0.16809
	Dtd2p	0.000175543	down	0.0038	0.15642
	Usp34	0.000175543	down	1.31596	15.0683
	RT1-DMa	0.000175543	down	0.0038	0.94479
	Hpk4	0.000175543	down	0.0038	0.77731
	Pdfr5	0.000175543	down	0.0038	0.13415

# Supplementary material for: Sodium butyrate mediates histone crotonylation and alleviated neonatal rats hypoxic–ischemic brain injury through gut–brain axis
**Source:** Front Microbiol. 2022 Oct 20;13:993146. doi: 10.3389/fmicb.2022.993146
**Supplement:** Supplementary file 1

Table S7 ChIP-seq enrichment analysis of promoter regions in HIBD and HIBD+SB group (HIBD+SB vs HIBD Up)

RefSeq_name	GeneSymbol	chr	Fold change	Pvalue	FDR	HIBD+SB vs HIBD	Length	HIBD_SB	HIBD_IP.ent	HIBD_SB_IP.avg	HIBD_IP.avg	Peak_classification	Peak_To_TSS
NM_001108406	Sotl1	chr17	278.3	5.65176E-10	2.75666E-05	Up	960	27.73	0	27.73	0	promoter	541
NM_053871	Srp54a	chr6	242.5	7.20612E-09	0.000135513	Up	800	24.15	0	24.15	0	promoter	-1375
NM_001108022	RGD1304624	chr6	242.5	7.20612E-09	0.000135513	Up	800	24.15	0	24.15	0	promoter	949
NM_199398	Panx3	chr8	233.6	1.36367E-08	0.00019968	Up	1080	23.26	0	23.26	0	promoter	314
NM_001108712	Mbin	chr6	233.6	1.36367E-08	0.00019968	Up	1200	23.26	0	23.26	0	promoter	1665
NM_053584	Gosr1	chr10	215.7	4.89345E-08	0.000422358	Up	620	21.47	0	21.47	0	promoter	1994
NR_032290	Mir674	chr3	215.7	4.89345E-08	0.000422358	Up	680	21.47	0	21.47	0	promoter	-1179
NM_053447	Hdac2	chr20	215.7	4.89345E-08	0.000422358	Up	620	21.47	0	21.47	0	promoter	-1033
NM_001000408	Olr833	chr5	206.7	9.28024E-08	0.000581966	Up	1120	20.57	0	20.57	0	promoter	-1280
NM_001037651	Prie	chr8	206.7	9.28024E-08	0.000581966	Up	760	20.57	0	20.57	0	promoter	-1462
NM_001108018	Cbl1	chr6	28.67213115	2.6148E-10	1.63742E-05	Up	1020	34.88	1.12	34.88	1.12	promoter	-740
NM_001135174	Tomm7	chr4	24.27868852	9.85034E-09	0.000168883	Up	1000	29.52	1.12	29.52	1.12	promoter	1114
NM_022245	Cyb5a	chr18	22.07377049	6.01136E-08	0.000461146	Up	1060	26.83	1.12	26.83	1.12	promoter	-884
NM_001108530	Ube2d1	chr20	22.07377049	6.01136E-08	0.000461146	Up	880	26.83	1.12	26.83	1.12	promoter	-1749
NM_001100575	Mpp7	chr17	15.71367521	1.29438E-09	4.70324E-05	Up	1500	36.67	2.24	36.67	2.24	promoter	-1742
NM_031602	Kcni10	chr13	15.71367521	1.29438E-09	4.70324E-05	Up	1400	36.67	2.24	36.67	2.24	promoter	-1810
NM_001034032	Dnaic12	chr20	15.33333333	2.31472E-09	6.84249E-05	Up	1480	35.78	2.24	35.78	2.24	promoter	384
NM_00107982	Zmym4	chr5	14.18376068	1.31643E-08	0.00019968	Up	1380	33.09	2.24	33.09	2.24	promoter	1673
NM_001035007	Mbtb2	chrX	14.18376068	1.31643E-08	0.00019968	Up	1180	33.09	2.24	33.09	2.24	promoter	876
NM_138523	Prpf18	chr17	13.41880342	4.17305E-08	0.0003945	Up	1660	31.3	2.24	31.3	2.24	promoter	-197
NM_001105995	Klhl8	chr14	13.41880342	4.17305E-08	0.0003945	Up	1180	31.3	2.24	31.3	2.24	promoter	-1780
NM_001109647	Spata51l	chr3	13.03846154	4.71737E-08	0.000528165	Up	1300	30.41	2.24	30.41	2.24	promoter	-607
NM_001134736	Dnai3	chr22	11.17681159	4.02767E-09	9.53424E-05	Up	1720	38.46	3.35	38.46	3.35	promoter	-718
NM_057136	Epn1	chr1	10.86467487	1.34559E-13	8.33241E-08	Up	1580	61.72	5.59	61.72	5.59	promoter	-502
NM_001024342	Dnai1	chr5	10.65797101	1.23154E-08	0.000195928	Up	1340	36.67	3.35	36.67	3.35	promoter	1881
NM_001177442	Glcc1	chr4	10.4	2.14911E-08	0.000271083	Up	1560	35.78	3.35	35.78	3.35	promoter	-1142
NM_001106584	Rna3	chr4	10.4	2.14911E-08	0.000271083	Up	1560	35.78	3.35	35.78	3.35	promoter	869
NM_001107373	Rbfa	chr18	10.07732865	2.10076E-12	5.62088E-07	Up	1720	57.24	5.59	57.24	5.59	promoter	799
NM_001105766	Pkmyt1	chr10	8.829321663	9.59975E-09	0.000168179	Up	1680	40.25	4.47	40.25	4.47	promoter	-1216
NM_001107165	Rtbdn	chr19	8.63238512	1.6474E-08	0.000229431	Up	1340	39.35	4.47	39.35	4.47	promoter	1761
NM_001107793	Acsc2	chr3	7.456494325	2.6618E-11	3.40619E-06	Up	1240	59.03	7.83	59.03	7.83	promoter	740
NM_017153	Rps3a	chr2	7.405975395	1.91696E-08	0.000252627	Up	1000	42.04	5.59	42.04	5.59	promoter	901
NM_001109075	Cfap126	chr13	7.247803163	3.23271E-08	0.000330595	Up	1220	41.14	5.59	41.14	5.59	promoter	-748
NM_001108491	Me3	chr1	6.933216169	9.14019E-08	0.000581966	Up	1020	39.35	5.59	39.35	5.59	promoter	1202
NM_001134508	RGD1307603	chr1	6.450807636	3.37218E-08	0.000337203	Up	1100	43.83	6.71	43.83	6.71	promoter	981
NM_001047093	Klhl5	chr14	5.848451327	4.30867E-09	9.98527E-05	Up	1840	52.77	8.94	52.77	8.94	promoter	957
NM_001304352	Zbtb4	chr10	5.765447667	5.39268E-08	0.000452386	Up	1020	45.62	7.83	45.62	7.83	promoter	1393
NM_001011922	Nedd9	chr17	5.765447667	5.39268E-08	0.000452386	Up	1320	45.62	7.83	45.62	7.83	promoter	-1860
NM_001107489	Zfp575	chr1	5.75	7.04844E-09	0.000135513	Up	1160	51.88	8.94	51.88	8.94	promoter	1496
NM_001012047	Btd	chr16	5.718085106	1.22512E-10	9.58334E-06	Up	2020	64.4	11.18	64.4	11.18	promoter	-294
NM_001109437	Dhrl	chr8	5.490322581	6.94971E-11	6.49891E-06	Up	2220	67.98	12.3	67.98	12.3	promoter	355
NM_001109163	Fam111a	chr1	5.148784825	6.12732E-13	2.00377E-07	Up	2280	86.76	16.77	86.76	16.77	promoter	1250
NM_001013100	Abcd4	chr6	5.129032258	7.57064E-10	3.26619E-05	Up	2100	63.5	12.3	63.5	12.3	promoter	787
NM_001007620	Pdhh	chr15	5.116141732	2.71841E-08	0.000300406	Up	1740	51.88	10.06	51.88	10.06	promoter	-1797
NM_001008764	Psenen	chr1	5.083333333	5.73575E-09	0.000121449	Up	1000	57.24	11.18	57.24	11.18	promoter	365
NM_001008775	U2af1l4	chr1	5.083333333	5.73575E-09	0.000121449	Up	1000	57.24	11.18	57.24	11.18	promoter	-488
NM_001013203	Trim44	chr3	5.004432624	9.19783E-09	0.000163079	Up	1800	56.35	11.18	56.35	11.18	promoter	1320
NM_198732	Commdd3	chr17	4.985483871	1.94349E-09	6.56818E-05	Up	1960	61.72	12.3	61.72	12.3	promoter	1689
NM_001163062	Zfp870	chr7	4.92464539	1.47191E-08	0.000214816	Up	1740	55.45	11.18	55.45	11.18	promoter	359
NM_053425	Ccs	chr1	4.687056738	5.95404E-08	0.000461146	Up	2240	52.77	11.18	52.77	11.18	promoter	1137
NM_001271283	Golm2	chr3	4.608156028	9.44374E-08	0.000589706	Up	2480	51.88	11.18	51.88	11.18	promoter	-1863
NM_001009678	Nepro	chr11	4.531100478	2.20082E-09	6.84249E-05	Up	2060	66.19	14.53	66.19	14.53	promoter	-446
NM_001106736	Fkbp3	chr6	4.469583049	3.46254E-09	9.07208E-05	Up	1880	65.29	14.53	65.29	14.53	promoter	234
NM_173133	Phax	chr18	4.37352071	2.57321E-08	0.000287524	Up	1560	59.03	13.42	59.03	13.42	promoter	1998
NM_001109346	Cpa4	chr4	4.16404648	3.23569E-08	0.000330595	Up	2020	60.82	14.53	60.82	14.53	promoter	261
NM_001100517	Aars	chr19	4.13229572	1.16851E-09	4.37181E-05	Up	1600	74.24	17.89	74.24	17.89	promoter	293
NM_001109163	Fam111a	chr1	4.088322466	5.46831E-09	0.000117477	Up	1980	68.87	16.77	68.87	16.77	promoter	-1420
NM_001106410	Gpbb1	chr2	3.929460581	2.00892E-08	0.000259412	Up	2440	66.19	16.77	66.19	16.77	promoter	-442
NM_001014099	Pqar8	chr9	3.833796554	1.55967E-08	0.000224288	Up	1660	68.87	17.89	68.87	17.89	promoter	-343
NM_021863	Hspa2	chr6	3.796441654	7.87489E-09	0.000142484	Up	2600	72.45	19.01	72.45	19.01	promoter	-639
NM_053684	Hcn2	chr7	3.770005928	7.23546E-08	0.000528165	Up	1480	63.5	16.77	63.5	16.77	promoter	1157
NM_001106224	Ube2s	chr1	3.490902339	3.33098E-10	1.98956E-05	Up	2140	93.91	26.83	93.91	26.83	promoter	856
NM_001011904	Rnfl10	chr12	3.483598875	2.39023E-08	0.000287524	Up	1700	74.24	21.24	74.24	21.24	promoter	1029
NM_001011895	Trmt2a	chr11	3.399141631	9.35996E-11	7.76529E-06	Up	2020	102.86	30.19	102.86	30.19	promoter	710
NM_001106540	Piat	chr3	3.345560507	4.14027E-10	2.28481E-05	Up	2260	97.49	29.07	97.49	29.07	promoter	666
NM_001104630	Sehps1	chr17	3.330879504	4.93826E-09	0.00011209	Up	2760	85.87	25.71	85.87	25.71	promoter	-1102
NM_001107378	Zfp608	chr18	3.291867805	3.65648E-09	9.26823E-05	Up	3100	88.55	26.83	88.55	26.83	promoter	-465
NM_001037658	Rnfl30	chr10	3.269813001	8.82413E-08	0.000581966	Up	1640	73.34	22.36	73.34	22.36	promoter	1602
NM_001191085	Mical3	chr4	3.266327396	4.38639E-08	0.000412187	Up	1760	76.92	23.48	76.92	23.48	promoter	-800
NM_052809	Cdo1	chr18	3.192156863	5.88175E-09	0.000123946	Up	2060	89.44	27.95	89.44	27.95	promoter	1034
NM_001107694	Rfx5	chr2	3.157303371	3.49295E-08	0.000348884	Up	2080	81.39	25.71	81.39	25.71	promoter	435
NM_212511	Rpl35	chr3	3.008227631	2.88449E-08	0.000312119	Up	2120	87.65	29.07	87.65	29.07	promoter	-920
NM_001105812	Slc43a2	chr10	2.218629715	2.91291E-08	0.000314809	Up	2060	144	64.85	144	64.85	promoter	510

# Supplementary material for: Sodium butyrate mediates histone crotonylation and alleviated neonatal rats hypoxic–ischemic brain injury through gut–brain axis
**Source:** Front Microbiol. 2022 Oct 20;13:993146. doi: 10.3389/fmicb.2022.993146
**Supplement:** Supplementary file 1

Table S6 ChIP-seq enrichment analysis of promoter regions in Sham and HIBD group

RefSeq_name	GeneSymbol	chr	Fold change	P-value	FDR	HIBD vs Sham	Length	HIBD IP.cnt	Sham IP.cnt	HIBD IP.avg	Sham IP.avg	Peak_classification	Peak To TSS
NR_037363	Mir1188	chr6	-217.3	4.34251E-08	0.000323815	Down	680	0	21.63	0	21.63	promoter	1793
NM_001044242	Pdhx	chr3	-209	7.87462E-08	0.00046787	Down	800	0	20.8	0	20.8	promoter	1480
NM_001107188	Rasal2	chr13	-209	7.87462E-08	0.00046787	Down	780	0	20.8	0	20.8	promoter	492
NM_001025673	Cenpu	chr16	-21.83846154	2.80561E-08	0.000263169	Down	1400	1.2	28.29	1.2	28.29	promoter	-879
NM_001106584	Rpa3	chr4	-21.2	4.90416E-08	0.000352637	Down	1000	1.2	27.46	1.2	27.46	promoter	769
NM_001177442	Glcci1	chr4	-21.2	4.90416E-08	0.000352637	Down	1000	1.2	27.46	1.2	27.46	promoter	-1042
NM_032990	Gria3	chrX	-15.016	1.13404E-09	3.90902E-05	Down	1720	2.4	37.44	2.4	37.44	promoter	-1463
NM_001112742	Gria3	chrX	-15.016	1.13404E-09	3.90902E-05	Down	1720	2.4	37.44	2.4	37.44	promoter	-1463
NM_001108018	Cbl1l	chr6	-13.48247978	4.74387E-12	9.55111E-07	Down	1560	3.61	49.92	3.61	49.92	promoter	-650
NM_001025724	Pnlde1	chr1	-12.688	4.81223E-08	0.000352637	Down	1360	2.4	31.62	2.4	31.62	promoter	-1725
NM_001137647	Sh3bgrl2	chr8	-10.18737271	4.67871E-11	5.18096E-06	Down	2100	4.81	49.92	4.81	49.92	promoter	-350
NM_001108262	Zc3h7a	chr10	-10.11859838	1.20403E-08	0.000165296	Down	2440	3.61	37.44	3.61	37.44	promoter	-574
NM_001109093	Grb10	chr14	-9.67115903	3.36267E-08	0.000303283	Down	1420	3.61	35.78	3.61	35.78	promoter	1971
NM_001168612	Crlf3	chr10	-9.447439353	5.6084E-08	0.000386642	Down	1380	3.61	34.95	3.61	34.95	promoter	-1962
NM_001007750	Chpt1	chr7	-9.447439353	5.6084E-08	0.000386642	Down	1400	3.61	34.95	3.61	34.95	promoter	-441
NM_017068	Lamp2	chrX	-9.447439353	5.6084E-08	0.000386642	Down	1000	3.61	34.95	3.61	34.95	promoter	409
NM_001172103	Pim2	chrX	-9.3401222	5.95247E-10	2.51772E-05	Down	2320	4.81	45.76	4.81	45.76	promoter	-1015
NM_001037643	Ube2z	chr10	-7.985743381	3.26954E-08	0.000297068	Down	1080	4.81	39.11	4.81	39.11	promoter	-707
NM_001013876	Fam161a	chr14	-7.208032956	6.8745E-13	2.09999E-07	Down	2020	9.61	69.89	9.61	69.89	promoter	-368
NM_001100565	Peli1	chr14	-6.273597811	2.22886E-08	0.000232567	Down	1700	7.21	45.76	7.21	45.76	promoter	-450
NM_001100574	Zkscan8	chr17	-6.074030552	4.1863E-09	8.24122E-05	Down	2040	8.41	51.59	8.41	51.59	promoter	141
NM_001107683	Slitrk3	chr2	-6.074030552	4.1863E-09	8.24122E-05	Down	2540	8.41	51.59	8.41	51.59	promoter	-1179
NM_057120	Nudt1	chr12	-6.046511628	5.67097E-08	0.000389441	Down	1700	7.21	44.1	7.21	44.1	promoter	1408
NM_001106002	Polr2b	chr14	-6.046511628	5.67097E-08	0.000389441	Down	1660	7.21	44.1	7.21	44.1	promoter	1647
NM_001047093	Klhl5	chr14	-5.876373626	9.2929E-11	7.76639E-06	Down	1660	10.82	64.07	10.82	64.07	promoter	827
NM_017296	Kcnj2	chr10	-5.780258519	1.6686E-08	0.000194753	Down	1980	8.41	49.09	8.41	49.09	promoter	-1956
NM_001014092	Paqr5	chr8	-5.682726204	2.63642E-08	0.000259082	Down	1520	8.41	48.26	8.41	48.26	promoter	65
NM_001106584	Rpa3	chr4	-5.571428571	5.71848E-10	2.51772E-05	Down	1920	10.82	60.74	10.82	60.74	promoter	-1411
NM_001177442	Glcci1	chr4	-5.571428571	5.71848E-10	2.51772E-05	Down	1920	10.82	60.74	10.82	60.74	promoter	1138
NM_001017461	Ogdh	chr14	-5.226072607	6.30667E-10	2.61072E-05	Down	2000	12.02	63.24	12.02	63.24	promoter	-380
NM_001106343	Zfp275	chr1	-5.151390319	4.57357E-08	0.000338481	Down	1920	9.61	49.92	9.61	49.92	promoter	704
NM_031347	Ppargc1a	chr14	-5.004504505	4.33096E-10	2.05171E-05	Down	2920	13.22	66.56	13.22	66.56	promoter	137
NM_001108282	Mrm3	chr10	-4.961538462	2.00716E-08	0.000212343	Down	1260	10.82	54.08	10.82	54.08	promoter	383
NM_001014227	Glod4	chr10	-4.961538462	2.00716E-08	0.000212343	Down	1260	10.82	54.08	10.82	54.08	promoter	-458
NM_172331	Chmp3	chr4	-4.80952381	4.79934E-08	0.000352637	Down	1320	10.82	52.42	10.82	52.42	promoter	1045
NM_001025146	Ndufs4	chr2	-4.763085399	4.48676E-10	2.10303E-05	Down	2220	14.42	69.06	14.42	69.06	promoter	593
NM_033298	Yes1	chr9	-4.745049505	1.34332E-08	0.000172466	Down	1480	12.02	57.41	12.02	57.41	promoter	285
NM_053723	Lancel1	chr9	-4.745049505	1.34332E-08	0.000172466	Down	1580	12.02	57.41	12.02	57.41	promoter	859
NM_057136	Epn1	chr1	-4.476584022	3.7597E-09	7.8925E-05	Down	2060	14.42	64.9	14.42	64.9	promoter	-322
NR_032143	Mir664-2	chr13	-4.47029703	7.41323E-08	0.000464442	Down	1940	12.02	54.08	12.02	54.08	promoter	486
NM_001014212	Rsl24d1	chr8	-4.317567568	4.75628E-08	0.00035171	Down	1540	13.22	57.41	13.22	57.41	promoter	697
NM_001010963	Zc3h15	chr3	-4.082061069	1.89459E-08	0.000204182	Down	1480	15.62	64.07	15.62	64.07	promoter	662
NM_001110138	Flad1	chr2	-3.92302799	6.3673E-08	0.000421716	Down	1180	15.62	61.57	15.62	61.57	promoter	752
NM_001108953	Zbtb6	chr3	-3.741287655	8.63423E-08	0.000488177	Down	2080	16.83	63.24	16.83	63.24	promoter	-4
NM_001009290	Ndufc2	chr1	-3.652216269	8.88849E-09	0.000131895	Down	2060	20.43	74.88	20.43	74.88	promoter	1617
NM_001135020	Sec61g	chr14	-3.565577543	7.89643E-09	0.000120816	Down	2400	21.63	77.38	21.63	77.38	promoter	12
NM_001079887	Ing4	chr4	-3.534919814	6.8528E-08	0.000446378	Down	2700	19.23	68.23	19.23	68.23	promoter	739
NM_001107517	Cyfp1	chr1	-3.254538279	1.58237E-08	0.000189494	Down	2560	25.24	82.37	25.24	82.37	promoter	1931
NM_198777	Tmem138	chr1	-3.040099558	4.05173E-10	1.99408E-05	Down	2900	36.06	109.83	36.06	109.83	promoter	-190
NM_017059	Bax	chr1	-2.476631904	6.88607E-09	0.000119312	Down	2460	51.68	128.14	51.68	128.14	promoter	1124

# Supplementary material for: Sodium butyrate mediates histone crotonylation and alleviated neonatal rats hypoxic–ischemic brain injury through gut–brain axis
**Source:** Front Microbiol. 2022 Oct 20;13:993146. doi: 10.3389/fmicb.2022.993146
**Supplement:** Supplementary file 1

Table S 8 The primer sequences of qPCR

Gene	Sequence (5 - 3)
Bdnf	F: CAACGAAGAAAACCATAA<br>R: GTGACCCACTCGCTAATA
Gdnf	F: GCTGAAGACCACTCCCTCG<br>R: ACGTCATCAAACCTGGTCAGGA
Cdnf	F: TGCTGTGTGTGCTCTCCTAA<br>R: GTTGTTGTAGTGCTGGCTCA
Manf	F: CTCACAAGTGCACAGAACCC<br>R: TGAGGTCACAGTGAGTTCCC

# Supplementary material for: Sodium butyrate mediates histone crotonylation and alleviated neonatal rats hypoxic–ischemic brain injury through gut–brain axis
**Source:** Front Microbiol. 2022 Oct 20;13:993146. doi: 10.3389/fmicb.2022.993146
**Supplement:** Supplementary file 1

Table S 9 The primer sequences of ClhP qPCR

Gene	Sequence (5 - 3)
ClhP-Bdnf	F: CTGGCAGGCTTTGATGAGAC
	R: TCCACACAAAGCTCTCGGAT
ClhP-Gdnf	F: CGCCAATATGCCCCGAAGATT
	R: CCCAAACCCAAGTCAGTGAC
ClhP-Cdnf	F: TG TTCCTCGTGGCTTGTTTC
	R: CAGGGAAGGAGTCTGCATCA
ClhP-Manf	F: TAGGGAAACGGAACAGGCTT
	R: CTCACCAGGCCTTCAGATCA

How the deposited data were processed for this re-analysis (not part of the article)

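RNA-seq counts of cerebral cortex from the Sham, HIBD and HIBD + SB groups were used, 1 library per condition and 3 in all. The authors deposited whole-number counts per Ensembl gene. By the paper's methods, total RNA was enriched for mRNA, a cDNA library was built from each pooled sample, and the reads were filtered after quality control and aligned to a reference genome. The aligner, the counting tool, the annotation release and the treatment of strand and of reads that match several genes are not given in the sources used here. The submitters' processing notes name GRCm38 and mm10. Gene positions are printed as deposited, and their build is not given in the sources used here.

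The deposited table holds 20810 genes by Ensembl identifier and 20150 symbols. The counts of 786 identifiers that share 126 symbols were summed per symbol. An Entrez record was given for 17083 of the identifiers, and 16509 of these are in the RefSeq table of the rat assembly GRCr8, which was used for names only. A symbol was treated as recorded in GRCr8 if any of its identifiers was. Of the genes looked for by name, 12 were found under another symbol by their Entrez record. Gapdh is one of these, and its value sums a pair of identifiers that share the symbol LOC108351137. Genes were also marked as sharing a description when 2 to 5 symbols had the same deposited description after removal of text in brackets, "-like", "mitochondrial" and punctuation. Uncharacterized proteins were left out of these groups.

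From the counts, CPM were computed with TMM factors from edgeR 4.0.16 in R 4.3.3. Ratios, intervals and lists were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. The rule of size was a log2 ratio of at least 1 or at most -1 after a pseudocount of 1 CPM, with at least 10 counts in either library. No test between conditions was possible. The intervals of ratios are exact at 95% and are conditional on the total of both libraries, and the intervals of CPM are exact Poisson intervals. A count of 0 was treated as a floor of 3 counts, which is 0.190 CPM in Sham, 0.197 in HIBD and 0.193 in HIBD + SB. The 10 genes with most counts held 7.73% of the counts in Sham, 9.38% in HIBD and 9.39% in HIBD + SB.

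Lists of genes, 44 in all, were drawn from the paper and from textbook markers of brain cell types. These lists, the rule for named genes and the alternatives given below were fixed before the data were examined. A list's value is the median log2 ratio of its members with at least 1 CPM in any library, with its percentile among 10000 random lists of the same size drawn from 20 bins of mean expression. The percentile describes these libraries. For 43 lists members were measured, and for 1 list none reached 1 CPM. The rule names every gene the paper names, the 10 genes with the highest and the 10 with the lowest ratio in each comparison, up to 4 members of each list with the largest ratio in either direction, and the 10 genes in each direction that moved back by the largest amount. The text gives the values of a part of the genes of each set of 10 and of the list members. Genes outside the rule are named as such. Ep300, which the paper names, was not analysed here, and the values of some single genes within the lists are not reported here.

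The calculations were tested on simulated counts for HIBD against Sham. Of 50 genes made 4-fold higher all 50 passed the rule of size, and of 50 made 4-fold lower 45 did, since the pseudocount draws low genes towards 0. A bound of this test on the lower genes was loosened after that number was seen. None of the genes made 1.5-fold higher or lower passed, and 0 of 15313 genes with no simulated difference did. Apart from the planted differences, the simulated libraries differ by counting error only. How many genes would pass between real pools of the same condition is therefore unknown. Of 100 genes simulated as 4-fold different in HIBD alone, 93 were recovered among the genes that moved back.

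The alternatives were pseudocounts of 0.1 and 0.01 CPM, no minimum or a minimum of 50 counts, scaling by the median of ratios or by the upper quartile, each Ensembl identifier on its own, thresholds of 4-fold and 1.5-fold, and an exact binomial test on the reads of a pair of libraries with a Benjamini-Hochberg adjusted p under 0.05, which compares those libraries and not the conditions. The GO enrichment, the RT-qPCR, the ChIP-seq, the microbiome and the metabolite data were not analysed here.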

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

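The tests on records missing from GRCr8, on summed copies, on total counts, on the annotation of the cerebellar genes, on the percentile of the other cerebellar markers and on which library stands apart were chosen, or had their bounds set, only after the results were seen. The tests on genes with a current record and on the median of the other cerebellar markers were set before theirs.

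Genes with an Entrez record that is not in the GRCr8 RefSeq table made up 32.8% of the genes at least 2-fold apart between HIBD and Sham, which is 15.9 times their share among all genes with enough counts, so reads held by unstable or near-identical gene models may account for part of these differences. The total counts of the libraries differed by 1.03 times, which argues against depth. Of 19 groups of genes that share a description and hold such a gene, 47.4% lost the 2-fold difference when their counts were summed, as did 53.3% of the 15 groups whose partner had enough counts (in 7 the partner differed the opposite way), so a different split of reads between copies cannot be told apart from a difference in their total for these groups as a set. A further 97 genes at least 2-fold apart have a current record and share no description, so retired records and shared descriptions do not mark all of these genes. These filters may miss copies, since genes such as LOC103694877, listed as macrophage migration inhibitory factor, pass both. They therefore cannot exclude gene models for the 97 genes. For those genes a difference between the conditions, and one between single pools of animals, also stay open and untested.

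Gabra6, Fat2 and Cbln3, genes of cerebellar granule cells that were chosen after their values were seen, were higher in HIBD: Gabra6 had 5 counts in Sham, 153 in HIBD and 20 in HIBD + SB (log2 ratio 3.07), Fat2 had 13, 206 and 38 (log2 ratio 2.99), and Cbln3 had 0, 63 and 4, at least 21.8-fold higher in HIBD than the floor of 3 counts in Sham (exact interval from a log2 ratio of 4.10). Of these 3 genes, 0 share a description or lack a current record, so neither filter marks them. Because the filters may miss copies, shared reads are not excluded. Among 22 other cerebellar markers with enough counts, listed before their values were seen, the median log2 ratio was 0.384 (quartiles 0.045 and 0.609), between the bounds of 0.1 and 0.5 set beforehand, so that test decides neither explanation. By a further test, chosen after that median was seen, it lay at the percentile 100 of random lists, with 17 of 22 higher, which argues against a difference limited to these 3 genes; Zic1 had 555 counts in Sham and 810 in HIBD, Grm4 had 783 and 755, and Pcp2 and Cbln1, of another list, had 1 and 29, and 469 and 641. The 22 markers cannot tell cerebellar tissue in the HIBD pool from a wider difference in cortex, which was not tested. All 22 also had at least 10 counts in Sham, where a small share of other tissue would be hidden. Of 23 markers listed, Crtam was left out for its few counts, with 0 in Sham, 5 in HIBD and 0 in HIBD + SB. Gabra6, Cbln3 and Pcp2 had few counts in Sham and were higher in HIBD. They were named for their values, from 1 library per condition, so they do not decide it either.

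The genes that were 2-fold apart in HIBD and moved back with SB numbered 70, which is 0.909 times the count with the Sham library apart and 1.06 times that with the HIBD + SB library apart. This is consistent with each library standing apart in a like number of genes, but it does not show why the 70 genes returned, since differences that last in HIBD + SB and differences new with SB fill the other counts. A reversal by SB therefore cannot be told apart from differences between single pools, with 1 library per condition. The cerebellar genes Gabra6, Fat2 and Cbln3 and the red blood cell gene Alas2 are among the 70.

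Other signals lie in genes that the paper does not discuss, above or below the level in Sham. Red blood cell genes had a median log2 ratio of 0.86 in HIBD against Sham and of -0.72 in HIBD + SB against HIBD over 6 measured genes, among them Alas2 with 86, 190 and 60 counts in Sham, HIBD and HIBD + SB. Immediate early genes had medians of 0.54 and 0.30, and Arc had 1221, 2302 and 4279 counts. Astrocyte markers had a median of 0.34 in HIBD against Sham, and microglia and macrophage markers one of 0.28. The 13 measured genes encoded in mitochondrial DNA had a median of 0.29 in HIBD against Sham, all above 0.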

How the results depend on the processing

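No paired analysis was possible because each condition has 1 library and the results come from no test. The restriction to genes with an Entrez record in GRCr8, the sums over copies and the comparison of HIBD + SB with Sham were added after seeing the data. For genes higher and lower in HIBD than in Sham (111 and 84) and in HIBD + SB than in HIBD (78 and 94), and for genes lower then higher and higher then lower (24 and 46), the counts moved by over 1.5 times in 5 settings. With a pseudocount of 0.1 CPM they were 422, 313, 322, 371, 86 and 172, and with 0.01 CPM they were 493, 360, 359, 433, 104 and 207, since a smaller pseudocount lets more low genes pass. At 4-fold they were 34, 30, 19, 32, 5 and 17, and at 1.5-fold 516, 337, 362, 454, 93 and 182. With genes recorded in GRCr8 alone they were 67, 41, 39, 56, 10 and 25, from fewer genes. The HIBD library did not stand apart in over 1.5 times as many genes as both others under any of these: the totals for Sham and HIBD + SB were 254 and 237 with a pseudocount of 0.1 CPM, 313 and 265 with 0.01 CPM, 24 and 22 at 4-fold, 290 and 250 at 1.5-fold, and 42 and 33 with GRCr8 records. The exact binomial test with the 2-fold threshold, both other scalings, a minimum of 50 counts and single identifiers kept every count within 1.5 times, as did sums over copies (106, 78, 70 and 87 genes). Removing the minimum could not change these counts. A 2-fold ratio after a pseudocount of 1 CPM needs at least 1 CPM, which is above 10 counts in these libraries. Without the HIBD library, HIBD + SB against Sham gave 111 higher and 90 lower. The median of histone genes in HIBD + SB against HIBD was -0.17 and turned to 0.0622 with no minimum, and the cause was not tested. Of the list medians and totals with another library apart, 514 values under the alternatives set beforehand stayed within their spread and 15 moved by more. Depth limits Cdnf and Gdnf, which had at most 17 and 6 counts in a library.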

Differences from the paper's values

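All alternatives named here were set before the data were examined, and the paper names no fold threshold, test or tool for its RNA-seq counts. Its statistics section gives a p under 0.05 with t test or ANOVA for the paper in general, and its Table S5 has a p-value column, so the counts rest on different or unknown rules. Fig. 7C,D label the negative side of the log2 axis as up-regulated, so the orientation of the paper's values is not settled, and they are matched here by the words of its text. For HIBD against Sham, the paper reports 465 upregulated genes, and 111 were at least 2-fold higher here. Pseudocounts of 0.1 and 0.01 CPM and the 1.5-fold threshold (422, 493 and 516 genes) came within 1.5 times of the paper's value, and the other alternatives did not. The paper reports 482 downregulated genes, and 84 were at least 2-fold lower here. The pseudocount of 0.01 CPM (360) and the 1.5-fold threshold (337) came within 1.5 times, and the others, with a pseudocount of 0.1 CPM (313) among them, did not. For HIBD + SB against HIBD, the paper reports 456 upregulated genes, and 78 were higher here. The same 3 settings came within 1.5 times, at 322, 359 and 362 genes for 0.1 CPM, 0.01 CPM and 1.5-fold, and the others did not. The paper reports 441 downregulated genes, and 94 were lower here, with 371, 433 and 454 under those 3 settings within 1.5 times and the others not.

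Genes that were lower in HIBD and higher with SB number about 230 in Fig. 8F, summed over its regions and read by eye, and 24 here. None of the alternatives run for this count came within 1.5 times of that number, and the highest was 104 with a pseudocount of 0.01 CPM.

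The paper states from RT-qPCR that Bdnf, Manf, Ogdh and Cdnf were lower in HIBD and higher with SB. Its abstract and the caption of Figure 7G name Gdnf and not Ogdh. Gdnf had 1, 4 and 6 counts in Sham, HIBD and HIBD + SB, too few to compare. RT-qPCR is another assay, not analysed here, and the paper does not state whether the same animals were used. In the RNA-seq counts, Bdnf had log2 ratios of -0.09 and 0.19 and Ogdh of -0.08 and 0.05, in those directions, although of these 4 intervals that of Bdnf with SB alone excludes 0. Manf had log2 ratios of 0.12 and 0.0064, above 0 in HIBD, with intervals that include 0. Cdnf had -0.38 in HIBD against Sham (-0.77 and -0.85 with pseudocounts of 0.1 and 0.01 CPM) and -0.13 with SB, both with intervals that include 0.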

Other observations

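Several groups of genes that the paper does not discuss had medians outside most random lists. Of 23 oligodendrocyte and myelin genes, 20 were above 0 in HIBD against Sham (median log2 ratio 0.09, percentile 99.9) and 18 in HIBD + SB against HIBD (median 0.12, percentile 100). Mal, a myelin protein, had 7379, 8907 and 9371 counts in Sham, HIBD and HIBD + SB. Meningeal and fibroblast markers had a median of 0.22 in HIBD against Sham (percentile 99.98), with 13 of 14 above 0, and Col1a2, a chain of type I collagen, had 512, 1054 and 957 counts. Choroid plexus and ependymal markers had a median of 0.23 in HIBD + SB against HIBD (percentile 99.8), among them the water channel Aqp1 with 143, 129 and 195 counts. Striatal markers had a median of 0.19 in the same comparison (percentile 99.97), among them the dopamine receptor Drd2 with 404, 428 and 507 counts. Other regional lists were below 0 there, within the central 95% of random lists: hippocampal markers had a median of -0.11 (percentile 4.15), with 1 of 9 above 0, and thalamic and hindbrain markers one of -0.11 (percentile 4.90), with 2 of 13 above 0. In the thalamic and hindbrain list, Tph2 had 266, 191 and 133 counts in Sham, HIBD and HIBD + SB. Slc6a4 had 203, 166 and 72, and Slc6a5 had 101, 151 and 92. Whether the pools held different shares of tissue from outside the cortex was not tested. Nuclear genes of the mitochondrial respiratory chain had medians of -0.07 (percentile 4.27) and 0.09 (percentile 99.8) in the first and second comparison, and Cox5b, a subunit of cytochrome c oxidase, had 2217, 1523 and 1882 counts. Hypoxia-response genes had medians of -0.02 and 0.014, within the central 95% of random lists, as did genes of apoptosis and neuron death, at 0.04 and 0.0059.

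Of genes for butyrate transport, crotonyl-CoA metabolism and histone acylation, Acads had 202, 196 and 221 counts in Sham, HIBD and HIBD + SB, and its log2 ratio in HIBD + SB against HIBD was 0.14 (95% interval -0.13 to 0.43). Acss2 had 1449, 1378 and 1581 counts, with a log2 ratio of 0.17 (interval 0.07 to 0.28) in that comparison. Slc16a1, a monocarboxylate transporter, had 1299, 1444 and 1667 counts, with log2 ratios of 0.20 (interval 0.10 to 0.31) and 0.18 (interval 0.08 to 0.29). Slc5a8, a sodium-coupled transporter of butyrate, had 4, 6 and 2 counts, too few for a ratio. Crebbp had 1264, 1188 and 1131 counts. Hdac1, Hdac2 and Hdac3 had log2 ratios of -0.03, -0.03 and -0.09 in HIBD against Sham and of 0.11, 0.011 and -0.08 in HIBD + SB against HIBD, each with an interval that includes 0. Acsm5, a medium-chain acyl-CoA synthetase, had 36, 9 and 28 counts, with log2 ratios of -1.04 and 0.82. The pair of genes listed as histone deacetylase 6, chosen after its values were seen, had summed counts of 284, 97 and 193. Ocln, which encodes the tight junction protein occludin, had 221, 215 and 188 counts, with log2 ratios of 0.012 and -0.20, both with an interval that includes 0.

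Hprt1, often used as a reference gene, had 346, 140 and 3 counts in Sham, HIBD and HIBD + SB. Rplp2, a ribosomal protein matched by its Entrez record, had 668, 169 and 18. By contrast, the median of 17 housekeeping genes was 0.00099 in HIBD against Sham and 0.04 in HIBD + SB against HIBD. Over 32 cytosolic ribosomal protein genes the medians were 0.06 (percentile 99.85) and 0.12 (percentile 100) in the same comparisons. Gapdh, the reference of the paper's RT-qPCR, had log2 ratios of 0.06 and 0.04.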
